# Intestinal stem cell aging at single‐cell resolution: Transcriptional perturbations alter cell developmental trajectory reversed by gerotherapeutics

**DOI:** 10.1111/acel.13802

**Published:** 2023-03-02

**Authors:** Jiahn Choi, Michele Houston, Ruixuan Wang, Kenny Ye, Wenge Li, Xusheng Zhang, Derek M. Huffman, Leonard H. Augenlicht

**Keywords:** gerotherapeutics, intestinal stem cell aging, intestinal stem cells, metformin, rapamycin, single‐cell RNA sequencing

## Abstract

The intestinal epithelium consists of cells derived from continuously cycling Lgr5^hi^ intestinal stem cells (Lgr5^hi^ ISCs) that mature developmentally in an ordered fashion as the cells progress along the crypt‐luminal axis. Perturbed function of Lgr5^hi^ ISCs with aging is documented, but the consequent impact on overall mucosal homeostasis has not been defined. Using single‐cell RNA sequencing, the progressive maturation of progeny was dissected in the mouse intestine, which revealed that transcriptional reprogramming with aging in Lgr5^hi^ ISCs retarded the maturation of cells in their progression along the crypt‐luminal axis. Importantly, treatment with metformin or rapamycin at a late stage of mouse lifespan reversed the effects of aging on the function of Lgr5^hi^ ISCs and subsequent maturation of progenitors. The effects of metformin and rapamycin overlapped in reversing changes of transcriptional profiles but were also complementary, with metformin more efficient than rapamycin in correcting the developmental trajectory. Therefore, our data identify novel effects of aging on stem cells and the maturation of their daughter cells contributing to the decline of epithelial regeneration and the correction by geroprotectors.

## 1 INTRODUCTION

The intestinal mucosa is a prime example of the decline in regenerative capacity, increase in cellular damage and metabolic dysregulation that characterizes aging (Di Giosia et al., 2022). These changes are linked to age‐associated intestinal disorders, with aging also a major risk factor for colorectal cancer (CRC) (Nalapareddy et al., 2022). The potential role of perturbations in Lgr5^hi^ intestinal stem cells (Lgr5^hi^ ISCs) is of particular interest in understanding aging since these cells renew and maintain the mucosa through their continuous division at the crypt base (Barker et al., 2007). Reduction in Wnt signaling has been reported as a key that represses stem cell functions of Lgr5^hi^ cells with aging (Nalapareddy et al., 2017; Pentinmikko et al., 2019), but how it links to the developmental progression of progenitor compartments has not been addressed.

Several pharmacologic approaches have been reported to delay age‐related manifestations including reversal of stem cell dysfunction and extension of lifespan (Moskalev, 2020; Partridge et al., 2020). Although none are yet approved for ameliorating the effects of aging in humans, metformin and rapamycin have been studied as regulators of cellular metabolic activities that are linked to aging phenotypes (An et al., 2020; Blagosklonny, 2019; Moskalev et al., 2022; Novelle et al., 2016). However, given their pleiotropic impact on metabolism and linked pathways, understanding the complexity of their effects requires more detailed investigation.

Therefore, we interrogated the complexity of aging effects on the intestinal mucosa and how potent geroprotectors intervene in the effects of aging using single‐cell RNA sequencing (scRNAseq) of the intestinal epithelium. Novel cellular and bioinformatic analyses revealed that aging significantly reprogrammed transcriptional profiles of canonical Lgr5^hi^ ISCs and delayed the progression of the developmental trajectory of the cells that produced the progenitor cell compartments. Further, the heterogeneity of cellular response was identified that determines the efficiency of the potential reversal of effects by the geroprotectors, metformin, and rapamycin. The data are incisive in defining how intestinal stem cells and the developmental programs of their progeny are altered with biological aging, identifying key imbalances among the pathways of Wnt signaling, cell cycling, and metabolism as cells undergo stage‐specific developmental maturation, and the overlapping but also distinct effects of metformin and rapamycin in correcting these defects in aged mice.

## 2 RESULTS

### 2.1 Aging reprograms transcriptional profiles that determine the function of canonical Lgr5^hi^ ISCs

Cell programming and function across all cell types and lineages of the intestinal mucosa were dissected in four groups of CB6F1 hybrid male mice, 3 independent mice in each group (Figure 1a): 5‐month‐old young mice (Y), 24‐month‐old aged mice (O) fed a purified diet for 3 months beginning at 2 or 21 months of age, respectively, with two additional groups of aged mice also receiving the diet supplemented with either 0.1% metformin (O‐met) or rapamycin (O‐rap) at 42 ppm for the 3‐month period. 

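One scRNAseq library per mouse was made with the 10X Genomics 3′ kit from FACS-isolated Epcam-positive, CD45-negative small intestinal cells, in which each transcript molecule carries a unique molecular identifier (UMI). The authors aligned the reads to the mouse genome mm10 (GRCm38) with Cell Ranger 3.0.2 and deposited, for each library, the raw UMI counts per gene in the barcodes called as cells, without normalization. The 12 libraries hold 7523 to 10841 barcodes. The filters that the paper states, 200 to 5000 detected genes and at most 20% of UMIs from mitochondrial genes, left 71089 cells, or 3613 to 8662 per mouse. The paper gives 5000 to 8000 cells identified per sample. Old replicate A kept 37.3% of its barcodes, with a median of 42.9% mitochondrial UMIs before filtering, and the other libraries kept 51.7% to 88.5%. The kept cells held 52870781 to 111554700 UMIs per mouse, and the median cell of a mouse had 11142.5 to 16263 UMIs and 2946 to 3620 genes. The authors integrated the samples with Seurat, clustered the cells and compared the groups of cells with the FindMarkers function. For the values that follow, the cells were clustered anew after a linear correction for the mouse of origin, and raw counts were summed per mouse and cell class, so that each group has n = 3 mice. Groups were compared with edgeR's quasi-likelihood test in 1 fit over all 12 mice, with p values adjusted by the Benjamini-Hochberg method within each class and comparison. In simulated counts with the depth of the Stem cells, old against young, this test found 69 of 100 genes changed 2-fold and 22 of 100 genes changed 1.5-fold, with 4 false calls among 10491 genes. Gene lists were tested against all other genes with camera, at a preset correlation between genes of 0.01 and again with an estimated correlation. With the estimated correlation, 0 of the 31 lists measured in Stem cells had an adjusted p under 0.05 in any comparison. At the preset correlation, 14 lists passed in Stem cells with age, 13 under metformin and 9 under rapamycin. Other splits of the same mice into 3 and 3 gave 7 to 17, 3 to 17 and 4 to 17. A list that passes at the preset correlation therefore does not by itself show an effect of age or drug. A single value per mouse was compared with an exact two-sided permutation test, for which 3 mice against 3 cannot give a p below 0.1. Gene coordinates are those of GRCm38 throughout.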

FACS‐isolated intestinal epithelial cells (Epcam+, Cd45neg) were analyzed by scRNAseq (Figure S1a). 

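The kept cells of the 12 mice formed 29 clusters. Cluster 2 carried the stem cell markers Lgr5, Olfm4 and Ascl2 and was taken as the Stem class, with 4943 cells. The progenitor classes followed the markers of DNA replication (R, cluster 0), of replication with division (R-Div, clusters 4, 5 and 13) and of mitosis (Div, clusters 7 and 10). The absorptive cells were divided into early enterocytes, enterocytes, ileal enterocytes and a class with villus tip markers, named Enterocyte tip (cluster 14). The secretory cells were divided into secretory progenitors (Sec), goblet, Paneth, enteroendocrine (EE) and Tuft cells. The median cell of the Enterocyte tip class had 0.205 of the UMIs of the median cell of its own mouse. Stem cells numbered 92 in Old replicate A and 242 to 747 in each of the other mice, with 1624702 to 7403762 UMIs per mouse. A cluster of 56 cells carried B and plasma cell markers. Cluster 17, with 1296 cells led by the immunoglobulin genes Igkc and Jchain, was left unnamed, as 1.80% ± 0.165 of the cells of young mice, 1.41% ± 0.846 of old, 2.25% ± 0.737 of metformin-treated and 2.12% ± 0.843 of rapamycin-treated mice (SD, n = 3 mice each). Clusters 15, 21, 26 and 27, in which at least 25% of the cells scored as doublets, were kept out of every class. They held 5.58% ± 0.488 of the cells of young, 4.99% ± 1.49 of old, 3.95% ± 1.08 of metformin-treated and 3.96% ± 0.452 of rapamycin-treated mice (SD, n = 3 each). Each alternative clustering was compared with this one by the cells named Stem in both, as a share of the cells named Stem in either. This share was 73.5% at a lower clustering resolution and 90.6% at a higher one. It was 66.3% without the correction for mouse and 57.2% when the stem cell signature and Wnt genes were kept out of the clustering.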

Known markers aligned 21 cell clusters with cell types and lineages of the small intestine from stem through progenitor cell compartments and then less mature and eventually fully differentiated absorptive and secretory cells (Figures 1b and S1b). 

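The shares of the 13 epithelial cell classes varied between mice of the same group. Stem cells made up 5.96% ± 1.76 of the kept cells of young mice and 6.73% ± 3.63 of old mice, with 6.32% ± 1.86 under metformin and 7.68% ± 1.3 under rapamycin (SD, n = 3 mice each). Tuft cells, the chemosensory cells of the epithelium, made up 5.49% ± 2.95 in young and 2.36% ± 1.98 in old mice, a log2 ratio of −1.22 that did not pass the correction (edgeR on cell numbers per mouse, adjusted p = 0.588). The ratio was −0.80 without Young replicate C, and −2.17 with an old mean of 1.22% without Old replicate A (edgeR adjusted p = 0.0188). Paneth cells, which secrete antimicrobial peptides at the crypt base, made up 1.16% ± 0.208 in old mice and 3.25% ± 2.38 under rapamycin. All 3 rapamycin-treated mice lay above the 3 old mice, with a log2 ratio of 1.48 (edgeR adjusted p = 0.12; exact permutation p = 0.1). Without O-rap replicate B the mean under rapamycin was 1.9% and the ratio 0.70 (edgeR adjusted p = 0.948). Early enterocytes made up 21% ± 2.28 under metformin and 14.6% ± 0.754 under rapamycin, with no overlap between the mice and a log2 ratio of 0.52 (edgeR adjusted p = 0.39; exact permutation p = 0.1). Cells with villus tip markers made up 2.46% ± 0.25 in young and 7.40% ± 8.55 in old mice, of which Old replicate A alone had 17.1%. At an adjusted p under 0.05, 0 classes differed in share in each of the 4 comparisons. Without Old replicate A, 2 classes passed between old and young mice, 1 under metformin and 1 under rapamycin, and 1 class also passed under rapamycin without Old replicate C, without O-rap replicate A or at the lower clustering resolution.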

The proportion of cells in each cluster/cell type was similar across the different age and treatment groups, suggesting that the overall cellular composition of the intestinal epithelium was maintained for >2 years of age in the mouse (Figure S1c). However, analysis of gene expression demonstrated a wide range of genes altered in expression with age across clusters and lineages (≥1.5‐fold change, coupled with *P*_*adj*_ <0.01, Figure 1c), suggesting that transcriptomic profiles in the ostensibly same cell types are reprogrammed with age. 

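In Stem cells, 15 genes differed between old and young mice, 8 higher and 7 lower, of 10506 tested. The clearest was Baiap2l1 (ENSMUSG00000038859, chromosome 5, 144264526 to 144358112), which encodes an adaptor protein of the actin cytoskeleton. Its level was 123 ± 8.07 CPM (counts scaled to the library total) in old and 47.3 ± 3.88 in young mice (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.13, edgeR adjusted p = 1.75e-05). It was also higher in old mice in 6 more of the 13 classes. Ptpn6 (ENSMUSG00000004266, chromosome 6, 124720707 to 124738714), a protein tyrosine phosphatase that dampens receptor signaling, rose from 16.9 ± 2.82 to 39.8 ± 13.5 CPM (log2 fold change 1.44, standard error 0.23, adjusted p = 0.037). Rpl41, a ribosomal protein gene, rose by a log2 fold change of 0.81, Gatm, an enzyme of creatine synthesis, by 1.53, Cdc42ep5, an effector of the GTPase Cdc42, by 0.74, Shisa5 by 0.81 and Mfge8, a secreted glycoprotein that binds dying cells, by 0.73 (adjusted p = 0.0415 each). Of the genes that fell, Nrn1 (ENSMUSG00000039114, chromosome 13, 36725361 to 36735131), a neurotrophic protein that was among the listed stem cell signature genes, went from 22.6 ± 2.93 to 4.45 ± 1.72 CPM (log2 fold change −1.98, standard error 0.299, adjusted p = 0.0284). Cdc6, which loads the replicative helicase onto DNA, fell from 14.6 ± 2.97 to 4.86 ± 1.15 CPM (log2 fold change −1.51, adjusted p = 0.0415). Cox6b2, Zfp992, Bex4, Cpm and Abi2 also fell, by log2 fold changes between −1.55 and −3.27. In 14 of the 15 genes the 3 old mice did not overlap the 3 young mice. Such separation held for 18.5% of all tested genes, where chance gives 10%. Over the 13 classes, 96 differences passed (64 higher, 32 lower in old mice), in 67 distinct genes. Of these, 15 were called in at least 2 classes, among them Ccr2, a chemokine receptor gene, and Ddo, which encodes D-aspartate oxidase, both higher in 4 classes and both named after their values were seen. Among 22 alternatives Baiap2l1 passed in 22, Nrn1 in 15, Ptpn6 in 14 and Rpl41 in 11. Without Old replicate A the count was 1238 in Stem cells and 5797 over all classes, without Young replicate A 260 and 1179, without any other mouse 1 to 7 in Stem cells, and 15 to 61 over all classes without Young B or C, Old B or C, O-met B or C, or O-rap B or C. DESeq2 on the same counts called 215 genes in Stem cells, of which 4 were called by both tools. It gave no adjusted p for 14480 of 16596 genes, so a gene that it did not call may not have been judged. The paper proposes from such differences that cells of ostensibly the same type are reprogrammed with age.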

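In Stem cells, rapamycin lowered 6 genes and raised 1 in old mice, and metformin changed none at an adjusted p under 0.05. Ceacam10 (ENSMUSG00000054169, chromosome 7, 24777206 to 24784657), a secreted member of the carcinoembryonic antigen family, fell from 68.8 ± 32.2 CPM in old mice to 5.41 ± 1.86 under rapamycin (SD, n = 3 mice each; log2 fold change −3.64, standard error 0.407, edgeR adjusted p = 0.00116). Noxa1, an activator of NADPH oxidase 1, fell by 1.21 on the log2 scale, Dus2, a tRNA dihydrouridine synthase, by 1.17 and Barx2, a homeobox factor, by 2.12 (adjusted p = 0.0102 to 0.0488). Tnfsf13os, which overlaps Tnfsf13 on the opposite strand, fell by 1.26 (adjusted p = 0.00763). Sis (ENSMUSG00000027790, chromosome 3, 72888557 to 72967863), the sucrase-isomaltase of absorptive cells, rose from 19.3 ± 2.12 to 57.3 ± 17.2 CPM (log2 fold change 1.54, standard error 0.228, adjusted p = 0.0112). The 7 genes changed by rapamycin included 0 of the 15 that differed with age. Ceacam10 and Barx2 fell under rapamycin in 5 classes each. Under metformin the 5 genes with the lowest p did not pass the correction (adjusted p = 0.0939). They were Sema4g, a semaphorin (54 ± 8.55 CPM against 26.1 ± 4.6, log2 fold change 0.93), Tnrc18 (0.95), Josd1, a deubiquitinase (0.91), Mt2, a metallothionein (1.68) and Kdm6b, a histone demethylase (0.96). edgeR called 0 genes for metformin over all 13 classes, with 12404 at an unadjusted p under 0.05, and DESeq2 called 753. edgeR called 50 for rapamycin, 4 higher and 46 lower, and 19 between metformin and rapamycin, 18 of them higher under metformin. With 1 mouse left out, the count between the drugs ran from 2 (without O-rap C) to 67 (without Old A), and DESeq2 called 99. All 15 genes that differed with age in Stem cells went the other way under metformin and 12 of 15 under rapamycin, and simulated groups with no effect gave 95% and 94.7%, since the old mice stand in both comparisons. Over 10506 genes, which are not independent replicates, the log2 fold changes with age and with metformin had r = −0.654 (simulated −0.531 ± 0.0146, SD of 20 simulations) and a covariance of −0.0976 (simulated −0.0371). For rapamycin r was −0.555 (simulated −0.546) and the covariance −0.0745 (simulated −0.0369). The controls number 3 and cannot be split with 2 libraries in each part, so part of the excess may come from the old mice shared by both comparisons. For metformin 1082 differences passed without Old replicate A (309 in Stem cells), 19 without Old C (9 in Stem cells) and 3 without Old B, O-met C or O-rap B. For rapamycin 98 passed without Old A (34 in Stem cells), 161 without Old C (24), 23 without Old B (1), 432 without O-rap A, 13 without O-rap B (3) and 3 without O-rap C (1). The paper concludes that both drugs reversed the altered profiles in most clusters.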

For most clusters, treatment of the aged mice with metformin or rapamycin reversed altered expression profiles in cells. Restoration of expression profile was most effective in EC8 cells, identified as mature enterocytes, for both drugs, where it had been altered to the greatest extent in the aged mice (Figure 1c; Table S1).

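Among the 5342 genes tested in the Enterocyte tip class, the class that carried the villus tip markers Ada, Nt5e and Slc28a2, 1 gene passed. Nt5e (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092), which encodes the ectonucleotidase CD73 and was 1 of the markers that name this class, fell from 711 ± 222 CPM in old mice to 99.9 ± 19.9 under rapamycin (SD, n = 3 mice each; log2 fold change −3.02, edgeR adjusted p = 0.0103). The glutathione transferases Gsta4 and Gstm1 had log2 fold changes of 4.04 and 2.41 under rapamycin, Fth1, the ferritin heavy chain, 1.47 and Tuft1 −2.14, with adjusted p = 0.0556 to 0.0801. Between old and young mice, Bco1, the enzyme that cleaves beta-carotene, had 4.19 ± 3.64 CPM in old and 79.9 ± 56.6 in young mice (log2 fold change −4.01, adjusted p = 0.205). In the Enterocyte class Bco1 passed, with a log2 fold change of −4.47 (adjusted p = 0.00377). The next 4 genes by p were Slc38a2, a glutamine transporter (55 ± 10.7 against 16.7 ± 1.31 CPM, log2 fold change 1.74), Suox (−2.39), Sowahc (1.40) and Pfkfb3, a regulator of glycolysis (1.66), each with an adjusted p of 0.463. Under metformin the 5 genes with the lowest p were Trim40 (log2 fold change −1.26), Slc13a2, a citrate transporter (1.76), Khnyn (−1.18), Ier5 (−1.53) and Cyp2u1 (2.73), each with an adjusted p of 0.121. edgeR called 0 genes with age and 0 with metformin in this class, with 368 and 754 at an unadjusted p under 0.05 and 992 with rapamycin. The class held 31 to 617 cells and 90468 to 2303984 UMIs per mouse, with the most in Old replicate A and the fewest cells in O-rap replicate C. DESeq2 called 1, 41 and 120, and gave no adjusted p for 11, 11855 and 12930 of 13893 genes. Leaving out O-rap replicate A gave 418 genes for rapamycin, O-met A or O-rap B 2, and Old B or O-rap C 0; leaving out Young A gave 1 gene with age, Old A 1 and O-met C 3 with metformin.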

**FIGURE 1:**
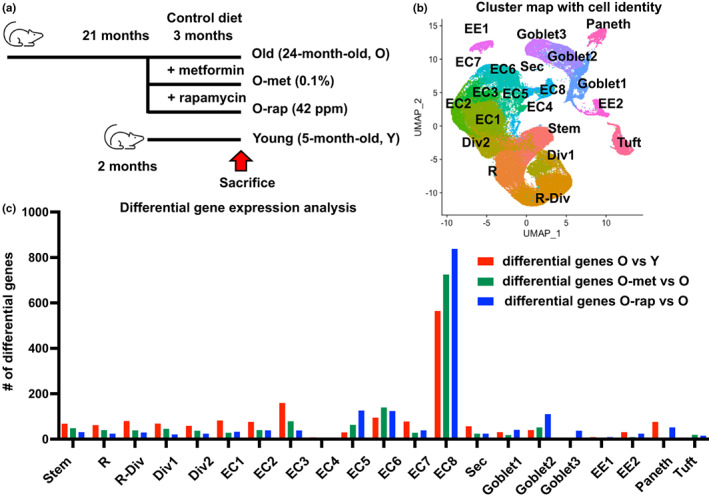
scRNAseq analysis of small intestinal epithelial cells: (a) Schematic representation of experimental designs; drug treatment was started at age of 21‐month‐old for 3 months. 3 replicates were used in each group. (b) Cluster map and cell lineages from 12 combined scRNAseq libraries. Abbreviates; R—replicating; R‐Div—replicating to dividing; Div—dividing; EC—enterocytes; Sec—secretory progenitor cells; EE—enteroendocrine cells; (c) number of differentially expressed genes (fold change >1.5 & *P*_adj_ <0.01) in each cluster from the comparison between old vs young (red bar), metformin‐treated vs old (green bar), and rapamycin‐treated vs old (blue bar)

The Lgr5 gene, encoding the receptor for the key stem cell growth factor R‐spondin, is regulated by Wnt signaling, and in the intestine, is most highly expressed in cells at the crypt base (Barker et al., 2007). These Lgr5^hi^ cells are considered the major canonical stem cells maintaining the structure and function of the intestinal epithelium (Barker et al., 2007). The mean expression of Lgr5 mRNA in the stem cluster from old mice significantly decreased by 33% compared to that in young mice and was restored back to 87% of young mice by metformin and 83% by rapamycin (Figure 2a). 

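The mean level of Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780), the R-spondin receptor of the Wnt pathway, was lower in the Stem cells of old mice. It was 145 ± 60.3 CPM in young and 83.2 ± 7.37 CPM in old mice, 117 ± 11.2 under metformin and 112 ± 14.7 under rapamycin (SD, n = 3 mice each). Relative to young mice this is 57.5% in old mice, 81.2% under metformin and 77.3% under rapamycin. Without Young replicate B these were 72.5%, 102% and 97.4%. Such ratios of CPM in old mice were below 1 for 70.9% of all tested genes, with a median log2 ratio of −0.178. The log2 fold changes below instead use scaling factors between libraries (TMM). The log2 fold change with age was −0.59 (standard error 0.193), which did not pass the correction over all genes (edgeR adjusted p = 0.148, and 0.0478 by DESeq2). Taken alone, with no correction for other genes, edgeR's negative binomial quasi-likelihood test over the 12 mice gave p = 0.00791 for Lgr5 with age, 0.0502 for metformin and 0.0736 for rapamycin against old mice. For metformin against old the log2 fold change was 0.41 (standard error 0.194, adjusted p = 0.302) and for rapamycin 0.37 (standard error 0.193, adjusted p = 0.707). All 3 mice of each drug lay above the 3 old mice (exact permutation p = 0.1 for each drug), while Young replicate A, at 83.6 CPM, lay within the range of the old mice (exact p = 0.3 for age). A negative binomial mixed model over the 4943 Stem cells with mouse as random effect, the form of model that the paper used, gave a log2 fold change of −0.74 with age (p = 0.00349), 0.55 with metformin (p = 0.031) and 0.44 with rapamycin (p = 0.0823). At least 1 Lgr5 UMI was detected in 67.2% ± 13.9 of the Stem cells of young, 56.5% ± 11.7 of old, 61.6% ± 5.51 of metformin-treated and 62.1% ± 5.57 of rapamycin-treated mice (SD, n = 3 mice). With every cell thinned to 5000 UMIs, leaving out 27, 8, 3 and 20 shallower cells, these were 43.3%, 29.9%, 42.6% and 37.8%. Enterocytes, which should lack Lgr5, had a UMI in 0% to 0.494% of cells per group, at a median depth of 10549 to 15670.5 UMIs against 10270 to 12998 in Stem cells. The difference with age rested in part on Young replicate B, at 204 CPM, without which the log2 fold change was −0.33 (negative binomial quasi-likelihood p = 0.0845). From this decrease and its return under the drugs, the paper concludes that Lgr5 expression was restored by both.

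**Figure D1:**
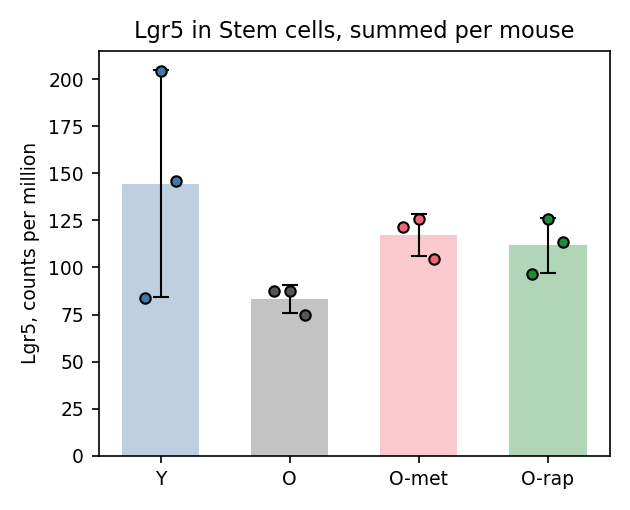
Lgr5 level in Stem cells, in CPM, for each of the 12 mice by group, with the group mean and SD. The old mice lie between 74.7 and 87.5 CPM and the young mice between 83.6 and 204 CPM.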

We next focused on Lgr5^hi^ cell signature genes, defined as those genes altered in expression in the immediate Lgr5^lower^ progeny of Lgr5^hi^ cells that have left the stem cell niche and no longer function as stem cells (Muñoz et al., 2012). Of the 467 transcripts in this stem cell signature gene set expressed in Lgr5^hi^ cells from young mice, 71% were expressed at a lower level in older mice (Figure 2b).

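Of 68 measured stem cell signature genes, listed by hand from general knowledge, 83.8% had a lower mean level in the Stem cells of old mice than of young mice, and the median ratio was 0.798. Of 467 genes that were higher in Stem than in R cells of the same mouse over all 12 mice, 69% were lower in old mice, with a median ratio of 0.855. The list that the paper used, from Muñoz et al., was not available, so these 2 lists stand for it. The second was derived from these same libraries with the 4 groups treated alike. It also holds many ribosomal protein genes, such as Rps28, Rpl12 and Rplp0, which as a group were higher with age in Stem cells. Its shares are therefore not those of stem cell genes alone. Of the 68 genes, 1 passed the test over all genes (Nrn1, which fell) and 5 fell when adjusted over the list alone. Mex3a (ENSMUSG00000074480, chromosome 3, 88532395 to 88541396), an RNA-binding protein of slowly cycling stem cells, had 8.37 ± 1.92 CPM in old and 17.3 ± 4.23 CPM in young mice (SD, n = 3 each; log2 fold change −0.89, standard error 0.197, edgeR adjusted p = 0.072). Cdk6, a G1 phase kinase, had 106 ± 12.1 and 196 ± 57.5 CPM (log2 fold change −0.67, adjusted p = 0.0798) and Nav1 a log2 fold change of −0.73. Olfm4 and Ascl2, both stem cell markers, had log2 fold changes of −0.43 (adjusted p = 0.155) and −0.20. As a group the list fell against all other genes, with a mean log2 fold change of −0.14 (camera adjusted p = 0.0201; adjusted p = 0.541 with an estimated correlation). Ratios of CPM were shifted for all genes: 70.9% of the 10506 tested genes had a lower CPM in old mice, with a median log2 ratio of −0.18. With TMM factors, chosen after seeing the data, the share below 1 was 49.3% of all genes, 58.8% of the 68 genes and 53.1% of the 467. Among 10000 random lists matched on mean expression, 83.8% lay at percentile 99.94, and 95% of the random lists lay between 54.4% and 76.5%. For the 467 genes, 69% lay at percentile 95, inside the 61.7% to 69.6% that held 95% of the random lists. With TMM factors the matched random lists had a median of 41.2% for the 68 genes, which lay at percentile 99.97 (95% of lists between 30.9% and 52.9%), and of 41.1% for the 467, which lay at percentile 100 (37% to 45.4%). The camera call was lost without Young replicate B (adjusted p = 0.0575), Young replicate C (0.129), Old replicate A (0.0552) or Old replicate C (0.0515) and without the correction for mouse (0.0579).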

**FIGURE 2:**
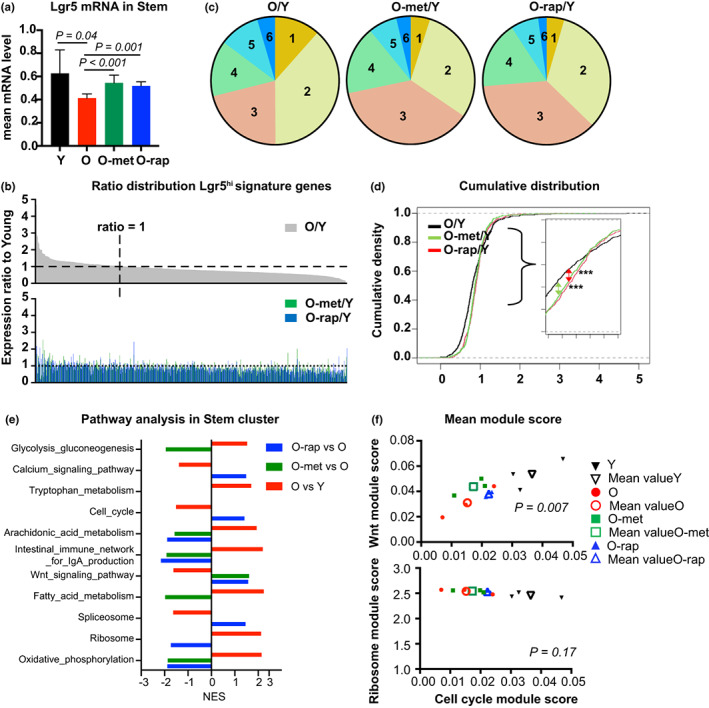
Impact of aging on function of intestinal stem cells: (a) average mRNA expression of the *Lgr5* genes in the Stem cluster. (b) Expression ratio of old vs young of 467 genes of an Lgr5^hi^ ISC signature (Muñoz et al., 2012), and corresponding ratio of old‐met vs young or old‐rap vs young (lower panel). (c) Distribution of genes as a function of the ratio of expression; corresponding ratios in Table 1. (d) Cumulative density graph of ratio distribution. Statistical analysis was performed using the Kolmogorov–Smirnov test between two groups (***: *p* < 0.001). (e) Differentially‐regulated pathways (*P*_adj_ <0.05) in the stem cluster using GSEA KEGG pathways; NES—normalized enrichment score. (f) Scatter plot for two variables with mean module score. Mean module scores from each mouse (filled) or each condition (empty, average value) were plotted for Wnt and cell cycle pathways (top) or ribosome and cell cycle pathways (bottom). *p* value was calculated using MANOVA, assuming each mouse as independent.

The distributions of expression levels in young vs old mice, and in young vs old mice treated with either rapamycin or metformin, are shown in Figure 2c, with the percentage of genes at different levels of expression relative to young mice in Table 1. Compartments 1 and 2 are those Lgr5^hi^ stem cell signature genes repressed by >50% (compartment 1) or 20%–50% (compartment 2, Figure 2c). However, for older mice treated with rapamycin or metformin, this pattern was shifted (Figure 2c; Table 1). Specifically, as shown in Figure 2c with quantification in Table 1, in old mice, 12% of the signature genes were expressed at or less than 50% of their level in young mice (compartment 1), but this decreased to 5% and 4% for the old mice treated with metformin and rapamycin, respectively. Similarly, expression levels for 38% of the signature genes were 20% to 50% lower in old mice (compartment 2), but the percent of signature genes at these lower levels decreased to 30% and 33% for the old rapamycin and metformin‐treated mice, respectively. 

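Relative to young mice, fewer of the 68 listed stem cell signature genes lay at 0.5 to 0.8 of the young level under either drug than in untreated old mice. They were 44.1% in old mice, 20.6% under metformin and 32.4% under rapamycin. Below 0.5 of the young level lay 5.88% of the genes in old mice, 1.47% under metformin and 5.88% under rapamycin. Between 0.8 and 1 lay 33.8%, 44.1% and 47.1%, and between 1 and 1.2 lay 10.3%, 26.5% and 8.82%. Between 1.2 and 1.5 lay 4.41%, 5.88% and 2.94%, and above 1.5 lay 1.47%, 1.47% and 2.94%. With TMM factors, chosen after seeing the data, 30.9% of the 68 genes lay at 0.5 to 0.8 in old mice, 7.35% under metformin and 19.1% under rapamycin, and 1.47%, 1.47% and 4.41% lay below 0.5. Of the 467 genes 18.4%, 6.21% and 11.1% then lay at 0.5 to 0.8. For the 467 genes higher in Stem than in R cells, 35.3% lay at 0.5 to 0.8 of the young level in old mice, 10.1% under metformin and 21% under rapamycin, and 3.21%, 0.642% and 1.71% lay below 0.5. Between 0.8 and 1 lay 30.4%, 39.4% and 39.4%, and between 1 and 1.2 lay 20.1%, 34.5% and 29.3%. Between 1.2 and 1.5 lay 8.99%, 12.8% and 6.85% of these genes, and above 1.5 lay 1.93%, 2.57% and 1.71%. Below 1 altogether lay 66.2% of the 68 genes under metformin and 85.3% under rapamycin, and 50.1% and 62.1% of the 467. Of all tested genes, 66.9% and 70.4% lay below 1 under the drugs by the same measure. With TMM factors the shares were 52.9% and 64.7% of the 68 genes, 32.1% and 43.9% of the 467, and 50.5% and 50.9% of all genes. The mean log2 ratio of the 68 genes to young was −0.38 ± 0.04 in old mice, −0.15 ± 0.116 under metformin and −0.28 ± 0.0422 under rapamycin (SD, n = 3 mice each). The 3 mice of each drug lay above the 3 old mice (exact permutation p = 0.1 for each). Without Young replicate A the share below 1 of the 467 genes under metformin was 63% and without Young replicate B 35.8%; under rapamycin these were 69.4% and 49.3%.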

Reflecting this, the number of genes in compartments 3 and 4, in which expression level changes were within 20% of young mice, increased in the old mice treated with rapamycin or metformin (Figure 2c; Table 1). These shifts in the cumulative distribution of gene expression ratio were analyzed statistically using the Kolmogorov–Smirnov test (Massey Jr., 1951). Comparison between Old/Young vs Old‐treatment/Young for each drug significantly shifted the distribution closer to 1 (*p* < 0.001 for each drug). However, the comparison between rapamycin and metformin was not significantly different (Figure 2d). Thus, the repressed expression of stem cell signature genes in aged Lgr5^hi^ cells was significantly rescued by treatment with rapamycin or metformin.

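The distribution of ratios to young mice of the 68 stem cell signature genes lay nearer to 1 under metformin than in untreated old mice, with a median ratio of 0.901 against 0.798. The median ratio under rapamycin was 0.857. The largest distance between the cumulative distributions (the Kolmogorov–Smirnov distance) was 0.338 for metformin against old and 0.147 for rapamycin against old. With mice permuted instead of genes, the exact permutation p was 0.1 for metformin, the smallest that 3 mice against 3 allow, and 0.6 for rapamycin. For the 467 genes higher in Stem than in R cells the distances were 0.33 (exact p = 0.1) and 0.191 (exact p = 0.2), and the median ratios were 0.855 in old mice, 1.00 under metformin and 0.941 under rapamycin. As a group the 68 genes rose under metformin, with a mean log2 fold change of 0.12, 46 positive and 22 negative (camera adjusted p = 0.0342; adjusted p = 0.548 with an estimated correlation). When adjusted over the list alone, 5 were higher and 4 lower. Slc12a2 (ENSMUSG00000024597, chromosome 18, 57878678 to 57946821), the basolateral chloride cotransporter enriched in stem cells, had 1184 ± 245 CPM under metformin and 747 ± 59.5 in old mice (SD, n = 3 each; log2 fold change 0.57, edgeR adjusted p = 0.0996). Mex3a had 17.1 ± 0.971 CPM under metformin (log2 fold change 1.01, adjusted p = 0.0939), Cdk6 a log2 fold change of 0.70 and Cdk4, a kinase of the G1 phase, −0.51. Under rapamycin 39 of the 68 were positive and 29 negative, with a mean log2 fold change of 0.0011 (camera adjusted p = 0.577). The call for metformin was lost without Old replicate B (adjusted p = 0.0662), Old replicate C (0.141) or O-met replicate B (0.215), without the correction for mouse and at the higher clustering resolution.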

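Between the drugs, the mean log2 ratio of the 68 stem cell signature genes was higher by 0.12 under metformin than under rapamycin. The 3 metformin-treated mice lay above the 3 rapamycin-treated mice (exact permutation p = 0.1, the smallest that 3 against 3 allow). The distance between the cumulative distributions of the drugs was 0.221 (exact permutation p = 0.3), and 0.173 for the 467 genes higher in Stem than in R cells (exact p = 0.3). Of the 68 genes, 45 were higher and 23 lower under metformin, and as a group they did not pass (mean log2 fold change 0.12, camera adjusted p = 0.153).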

**TABLE 1:** % Lgr5 signature genes in range

	Expression ratio	O/Y	O‐met/Y	O‐rap/Y
1	0–0.5	12%	5%	4%
2	0.5–0.8	38%	30%	33%
3	0.8–1	21%	37%	36%
4	1–1.2	14%	17%	17%
5	1.2–1.5	10%	7%	7%
6	>1.5	4%	4%	2%

Gene set enrichment analysis (GSEA) identified significantly altered pathways in the stem cell cluster (Figure 2e). Oxidative phosphorylation (OXPHOS), a key metabolic pathway in regulating stem cell function (Rodríguez‐Colman et al., 2017; Zhang et al., 2022) was upregulated in the stem cell cluster of older mice, and this was reversed by either metformin or rapamycin. Moreover, the linked metabolic pathways of fatty acid metabolism and glycolysis were also upregulated in the stem cluster of old mice but reversed only by metformin treatment. By contrast, Wnt and cell cycle pathways, which are fundamental for stem cell self‐renewal and generation of progeny that undergo differentiation, were suppressed in the stem cluster of old mice, while the ribosome pathway, also important for supporting stem cell function, and downregulated as cells mature during their migration along the crypt‐villus axis (Mariadason et al., 2005) was upregulated in the stem cells. Thus, although it is established that OXPHOS is necessary for ISC functions (Rodríguez‐Colman et al., 2017), the elevation of this and related fatty acid metabolism in older mice may also perturb stem cell functions, emphasizing the importance of maintaining these pathways within a homeostatic range for normal stem cell functions. This was confirmed by investigating the self‐renewal capability of stem cells by analysis of BrdU incorporation prior to sacrifice (Figure S2a). 

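The nuclear genes of oxidative phosphorylation rose together in the Stem cells of old mice. Of 98 measured genes, 90 were higher and 8 lower in old than in young mice, with a mean log2 fold change of 0.24 (camera adjusted p = 1.63e-12; adjusted p = 0.541 with an estimated correlation). No single gene passed over all genes or when adjusted over the list alone. At an unadjusted p under 0.05 edgeR had 40 higher and 1 lower. Atp5k (ENSMUSG00000050856, chromosome 5, 108433244 to 108434448), a subunit of the ATP synthase, had 356 ± 30.8 CPM in old and 258 ± 42.3 in young mice (SD, n = 3 each; log2 fold change 0.63, edgeR adjusted p = 0.118). Ndufv3 (ENSMUSG00000024038, chromosome 17, 31520115 to 31531331), a complex I subunit, had 189 ± 25 and 146 ± 16.7 CPM (log2 fold change 0.55, standard error 0.151, adjusted p = 0.101). Atp5d of the ATP synthase and Sdhc of complex II had log2 fold changes of 0.43 and 0.41. Ndufb8 of complex I and Cox5b of complex IV, which the paper stained as proteins, had 587 ± 51.2 against 499 ± 47.7 CPM (log2 fold change 0.41, adjusted p = 0.171) and 1046 ± 93.6 against 859 ± 132 CPM (0.45, adjusted p = 0.172). The 13 genes encoded in the mitochondrial genome showed no shared direction, with 7 higher and 6 lower (camera adjusted p = 0.863). Among them mt-Nd3 had a log2 fold change of 0.61 and mt-Nd1 of −0.43. Under metformin 81 of the 98 nuclear genes were lower and 17 higher than in old mice, with a mean log2 fold change of −0.12 (camera adjusted p = 0.00291; adjusted p = 0.808 with an estimated correlation). Among the genes with the lowest p were Ppa1 (−0.41), Cyc1 (−0.32) and Atp6v1a, a subunit of the vacuolar proton pump (0.49). Under rapamycin 67 were lower and 31 higher, with a mean of −0.074 (camera adjusted p = 0.0492; adjusted p = 0.823 with an estimated correlation). Ndufv3 had a log2 fold change of −0.29, Uqcr10 of complex III −0.31 and Atp6v1b2 −0.47. The group's call for metformin was lost without Old replicate C (adjusted p = 0.141) or O-met replicate B (0.167), and that for rapamycin was lost in 15 of 23 alternatives, among them without Young replicate B or C, Old B or C, any O-met replicate, or O-rap B or C (adjusted p up to 0.734). The paper concludes that oxidative phosphorylation was upregulated with age and reversed by either drug.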

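Genes of fatty acid metabolism and of glycolysis rose as groups in the Stem cells of old mice. Of 33 measured genes of fatty acid metabolism, 29 were higher and 4 lower, with a mean log2 fold change of 0.28 (camera adjusted p = 0.00113; adjusted p = 0.605 with an estimated correlation). Adh1 (ENSMUSG00000074207, chromosome 3, 138260991 to 138290698), an alcohol dehydrogenase, had 127 ± 56.1 CPM in old and 76.6 ± 15 in young mice (SD, n = 3 each; log2 fold change 0.92, edgeR adjusted p = 0.137). Acsl3, which activates long-chain fatty acids, had a log2 fold change of 0.66, and Acaa1a and Echs1, enzymes of beta-oxidation, 0.55 and 0.47. Of 40 genes of glycolysis and gluconeogenesis, 31 were higher and 9 lower, with a mean of 0.18 (camera adjusted p = 0.00953; adjusted p = 0.605 with an estimated correlation). Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) had 833 ± 96.4 and 669 ± 18.1 CPM (log2 fold change 0.50, adjusted p = 0.142), Pfkl, the liver phosphofructokinase, 0.44, and Dld, a subunit of the pyruvate dehydrogenase complex, −0.33. In each list, 0 genes passed when adjusted over the list alone, with 7 higher in each at an unadjusted edgeR p under 0.05. Under metformin 29 of the 40 genes of glycolysis were lower and 11 higher than in old mice, with a mean of −0.16 (camera adjusted p = 0.0309; adjusted p = 0.693 with an estimated correlation). Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627), lactate dehydrogenase A, had 348 ± 30.1 CPM under metformin and 467 ± 67 in old mice (log2 fold change −0.51, adjusted p = 0.112), and Gpi1 and Aldh2 had log2 fold changes of −0.44 and −0.43. Of the 33 fatty acid genes, 23 were lower under metformin (mean −0.11, camera adjusted p = 0.249) and 16 under rapamycin (mean −0.069, camera adjusted p = 0.757). For glycolysis under rapamycin, 28 of 40 were lower (mean −0.14, camera adjusted p = 0.126). Without Old replicate A both lists passed as lower under both drugs, fatty acid metabolism with adjusted p = 0.000975 for metformin and 0.0051 for rapamycin and glycolysis with 0.00115 and 0.00298. Without Old replicate C neither list passed with age (adjusted p = 0.107 and 0.109), nor glycolysis without Young B (0.0624) or the correction for mouse (0.104). Glycolysis under metformin was lost without Old B (0.121), Old C (0.336), O-met B (0.208), the correction for mouse (0.157) or signature and Wnt genes in the clustering (0.0988).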

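In the Stem cells of old mice the Wnt and cell cycle genes fell as groups at the preset correlation, and the ribosomal protein genes rose. Other splits of the old and young mice called 7 to 17 lists at this setting, against 14 for the real split. Of 93 measured Wnt genes 67 were lower and 26 higher, with a mean log2 fold change of −0.17 (camera adjusted p = 0.00465; adjusted p = 0.499 with an estimated correlation). Vangl2 (ENSMUSG00000026556, chromosome 1, 172000960 to 172028444), a planar polarity protein, had 2.25 ± 0.23 CPM in old and 6.71 ± 2.36 in young mice (SD, n = 3 each; log2 fold change −1.36, standard error 0.335, edgeR adjusted p = 0.0798). The Wnt receptor Fzd7 had a log2 fold change of −0.83, its relative Fzd5 −0.47 and the nuclear receptor Ppard −0.63. Of 108 cell cycle genes 71 were lower and 37 higher, with a mean of −0.17 (camera adjusted p = 0.0152; adjusted p = 0.517 with an estimated correlation). Cdc6 fell, and 9 genes fell when adjusted over the list alone. Mcm4 (ENSMUSG00000022673, chromosome 16, 15623897 to 15637400), a subunit of the replicative helicase, had 42.2 ± 1.86 and 71.5 ± 2.06 CPM (log2 fold change −0.58, standard error 0.114, adjusted p = 0.0526), and the checkpoint kinase Chek1 7.94 ± 0.993 and 17.1 ± 4.07 CPM (−0.90, adjusted p = 0.0798). Of 82 ribosomal protein genes 75 were higher and 7 lower, with a mean of 0.30 (camera adjusted p = 2.34e-17; adjusted p = 0.499 with an estimated correlation). Rpl41 (ENSMUSG00000093674, chromosome 10, 128548114 to 128549305) had 4806 ± 780 and 3102 ± 251 CPM (adjusted p = 0.0415), and 33 genes rose when adjusted over the list alone. Rplp1 had 7245 ± 781 and 5464 ± 267 CPM (log2 fold change 0.58, adjusted p = 0.0688), Rps28 a log2 fold change of 0.63 and Fau of 0.60. Many ribosomal protein genes have near-identical pseudogene copies, which may share reads with them. Under metformin, Wnt genes rose as a group (64 of 93 higher, mean 0.14, camera adjusted p = 0.0166; adjusted p = 0.548 with an estimated correlation), as did 57 of 93 under rapamycin without passing (mean 0.082, adjusted p = 0.115). Cell cycle genes passed under neither drug (mean −0.011, adjusted p = 0.615; mean 0.035, adjusted p = 0.409). Ribosomal protein genes were lower as a group under both drugs, with means of −0.07 (adjusted p = 0.041) and −0.09 (adjusted p = 0.0226), and with an estimated correlation adjusted p = 0.808 and 0.817. Without Old replicate A these means were −0.13 and −0.15. The module score of the same genes in Stem cells was not lower under the drugs, at 2.29 ± 0.0479 under metformin and 2.24 ± 0.0152 under rapamycin against 2.24 ± 0.104 in old mice (SD, n = 3 each; exact permutation p = 0.5 and 1). With age, the Wnt call was lost without Old replicate C (adjusted p = 0.0593), and the cell cycle call without Young replicate A (0.108), Old replicate B (0.0583) or Old replicate C (0.0558). The Wnt call for metformin was lost without Old replicate B (0.127), Old C (0.228) or O-met B (0.077), without the correction for mouse (0.113) and without signature and Wnt genes in the clustering (0.131), the ribosome call for metformin in 13 of 23 alternatives and that for rapamycin without Old B (0.245), Old C (0.495), O-rap B (0.124) or O-rap C (0.209). The paper concludes that Wnt and cell cycle pathways were suppressed and the ribosome pathway was upregulated in old stem cells.

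**Figure D2:**
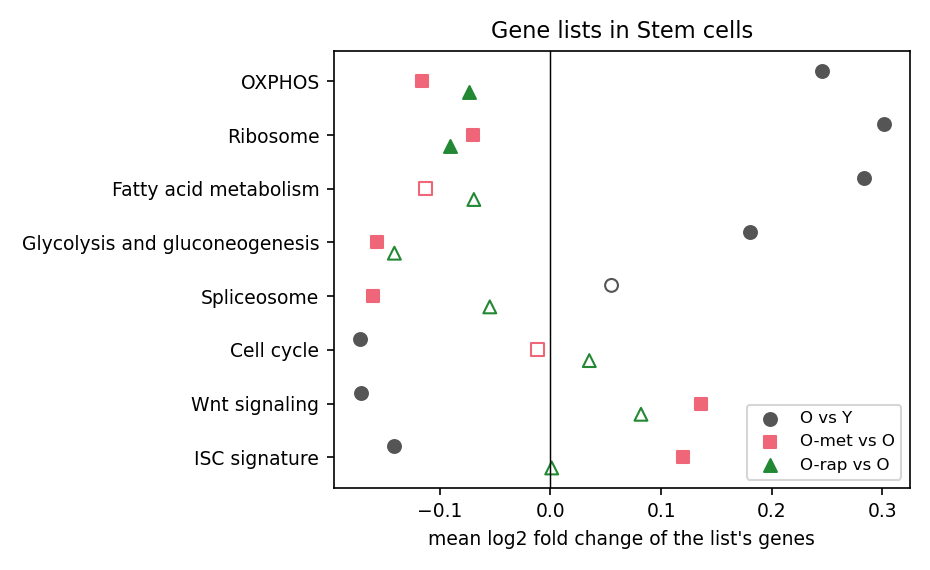
Mean log2 fold change of each pathway list in Stem cells for old against young mice and for each drug against old mice, with the listed genes as the unit. Oxidative phosphorylation and ribosome lie at 0.24 and 0.30 with age and below 0 under both drugs, and Wnt lies at −0.17 with age and above 0 under both drugs.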

Quantification of BrdU+ nuclei in crypts confirmed that proliferating cells were reduced in old mice by 28% (*p* < 0.0001; Figure S2b). Metformin or rapamycin treatment increased proliferating cells back to youthful levels, both highly statistically significant (Figure S2b), confirming that the proliferation of ISCs was suppressed both transcriptionally and functionally, which were rescued by drug treatments.

Single‐cell analysis enables investigating the link between the essential and altered pathways in individual cells. This was investigated using the AddModuleScore function, which calculates the activity score for a pathway in individual cells by accessing gene expression level compared to random control genes (Tirosh et al., 2016). Figure S2c illustrates the correlated distribution of Wnt and cell cycle pathways in individual ISCs (left) and Lgr5^hi^ ISCs (right) for each condition, the elliptical areas delineating points within 95% of the Gaussian distribution. This shifted towards the lower left with aging but was partially reversed by rapamycin and metformin back towards the informatic space occupied by younger mice. By contrast, coordinate regulation of the ribosome (protein synthesis) and cell cycle pathways showed that the module score was higher for ribosome activity with lower cell cycle activity in aged mice, but the effect of either rapamycin or metformin treatment to shift these back towards the pattern of young mice were less clear (Figure S2d). Bivariate analysis using MANOVA for two variables based on mean module score showed that the Wnt and cell cycle pathways were positively correlated and significantly different among all experimental groups, demonstrating that Wnt and cell cycle pathways are coordinated in individual cells and average activities in the stem cluster shifted significantly among groups (Figure 2f; *p* = 0.007). However, ribosome and cell cycle pathways were not clearly coordinated among all groups (Figure 2f). Thus, for cells in the ISC compartment overall, and specifically for the Lgr5^hi^ ISCs, the Wnt and cell cycle pathways are both regulated coordinately and significantly suppressed by aging but enhanced ribosomal activity in aged mice is discordant with the repressed cell cycle pathway, suggesting a perturbed balance between protein synthesis and cell cycle in aged ISCs.

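The Wnt and cell cycle scores of the Stem cells, averaged per mouse, separated the groups when considered jointly. Pillai's trace was 1.09 with a permutation p of 0.00844 over all splits of the 12 mice into groups. The cell cycle score was −0.021 ± 0.01 in old and −0.00066 ± 0.00945 in young mice (SD, n = 3 each), with no overlap between the groups (exact permutation p = 0.1, the smallest possible), and on its own it gave a permutation p of 0.0305 over the groups. The Wnt score was 0.0015 ± 0.0132 in old and 0.021 ± 0.0118 in young mice (exact p = 0.2), with a permutation p of 0.152 over the groups. Under metformin the Wnt score was 0.014 ± 0.00694 (exact p = 0.3 against old) and the cell cycle score −0.019 ± 0.0063 (exact p = 0.9), and under rapamycin they were 0.0083 ± 0.00186 (exact p = 0.4) and −0.014 ± 0.00163 (exact p = 0.4). Over the 12 mice the 2 scores were correlated, with Pearson r = 0.803 (permutation p = 0.00245). Without Young replicate B and Old replicate C, the mice farthest from the center, r was 0.447, and r of the deviations from the group means was 0.819. The difference between groups was lost without Young replicate B (Pillai's trace 0.991, permutation p = 0.0616) or O-met replicate B (0.931, p = 0.084).

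**Figure D3:**
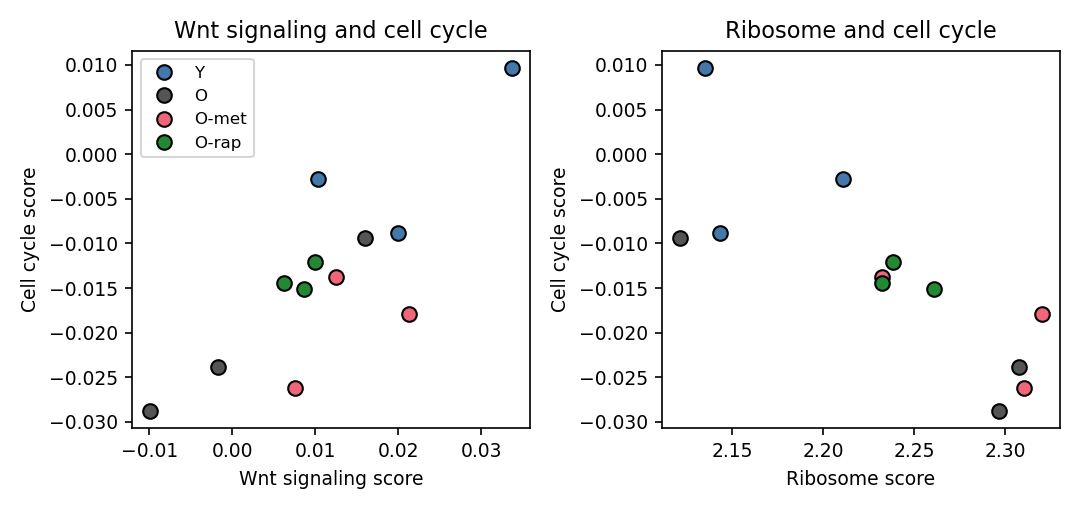
Mean module scores of the Stem cells of each mouse (n = 12), with Wnt signaling (left) and ribosome (right) against cell cycle. Young mice lie at higher cell cycle scores than old mice, at means of −0.00066 and −0.021.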

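The ribosome and cell cycle scores considered jointly did not separate the groups (Pillai's trace 0.85, permutation p = 0.104 over all splits of the 12 mice). The ribosome score was 2.24 ± 0.104 in old and 2.16 ± 0.0417 in young mice (SD, n = 3 each; exact permutation p = 0.4), 2.29 ± 0.0479 under metformin and 2.24 ± 0.0152 under rapamycin. Over the 12 mice the 2 scores were opposed, with Pearson r = −0.8 (permutation p = 0.00113). Without Old replicate A and Young replicate B, r was −0.789, and r of the deviations from the group means was −0.711, so the opposition was also present among mice of the same group. The separation of the groups passed without Young replicate C (Pillai's trace 1.05, permutation p = 0.0254) and with mean log CPM in place of the module score (0.951, p = 0.0498).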

### 2.2 Altered metabolism of ISCs influences their essential functions

With the fact that aging perturbs the self‐renewal capability of Lgr5^hi^ cells, and metabolic changes of ISCs influence how their progeny mature and undergo lineage differentiation (Alonso & Yilmaz, 2018; Beumer & Clevers, 2020; Chandel et al., 2016), we extended analyses to how these cells mature as they progress through progenitor and lineage‐specific compartments. 

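The rise of oxidative phosphorylation and ribosomal protein genes with age was present in all 3 progenitor classes. The nuclear oxidative phosphorylation genes had mean log2 fold changes of 0.20 in R, 0.19 in R-Div and 0.17 in Div cells (camera adjusted p = 7.26e-10, 2.6e-10 and 4.63e-09; adjusted p = 0.692, 0.738 and 0.72 with an estimated correlation). The ribosomal protein genes had 0.33, 0.30 and 0.24 (camera adjusted p = 7.02e-21, 2.88e-20 and 2.48e-15; adjusted p = 0.692, 0.619 and 0.72 with an estimated correlation). Rpl41 rose in R (log2 fold change 0.80, edgeR adjusted p = 0.0391) and R-Div cells (0.78, adjusted p = 0.0302), and Rplp1 (ENSMUSG00000007892, chromosome 9, 61913284 to 61914542) rose in R-Div cells (0.58, adjusted p = 0.0425). Wnt genes fell as a group in R (mean −0.14, camera adjusted p = 0.0285) and R-Div cells (−0.14, adjusted p = 0.0368) and did not pass in Div cells (−0.11, adjusted p = 0.0932). With an estimated correlation the Wnt lists had adjusted p = 0.692 in R and 0.738 in R-Div cells. Ppard (ENSMUSG00000002250, chromosome 17, 28232700 to 28301474) had log2 fold changes of −0.64, −0.58 (adjusted p = 0.0723) and −0.65, and the Wnt pathway kinase Nlk had −0.70 in R-Div cells (adjusted p = 0.0538). The stem cell signature, which fell in Stem cells, did not pass in R, R-Div or Div cells (camera adjusted p = 0.376, 0.704 and 0.0913). The genes of MHC class I presentation rose in Stem cells and in all 3 progenitor classes (camera adjusted p = 0.00465 in Stem, 0.0271 in R, 0.00298 in R-Div and 0.0274 in Div cells). With an estimated correlation the MHC class I list had adjusted p = 0.605, 0.692, 0.812 and 0.72 in these classes. Without Old replicate B its call was lost in all 4 (adjusted p = 0.421, 0.663, 0.2 and 0.511), and without Young replicate A also in R (0.101) and Div cells (0.0699), without Young replicate B in Div cells (0.0546), and without the correction for mouse in R (0.0881) and Div cells (0.13). Of the 14 lists that passed in Stem cells with age, 6 (42.9%) also passed in R, 9 (64.3%) in R-Div and 3 (21.4%) in Div cells. Without Old replicate C the share was 87.5% in each class, without Young replicate C 80% in R and 70% in Div, without Old replicate B 66.7% in R and 55.6% in Div cells, and without Old replicate A 50% in Div cells. Under rapamycin the oxidative phosphorylation genes fell in all 3 classes (camera adjusted p = 0.00197 in R, 1.23e-05 in R-Div and 5.27e-06 in Div cells), and under metformin in R (0.00243) and R-Div cells (0.000929). With an estimated correlation these were adjusted p = 0.747, 0.675 and 0.626 for rapamycin and 0.887 and 0.641 for metformin. In R cells the call was lost for metformin without O-met replicate B (0.106) and for rapamycin without Old replicate C (0.115) or O-rap replicate C (0.0822), and the Wnt call with age was lost without Young replicate B (0.099 in R, 0.171 in R-Div) or Old replicate C (0.166 and 0.199), and in R-Div also without Old replicate B (0.129). Of single genes, edgeR called 17 in R, 39 in R-Div and 8 in Div cells with age, and 3, 13 and 3 under rapamycin. Without Old replicate A the calls with age were 488 higher and 573 lower in R, 784 and 901 in R-Div and 375 and 456 in Div cells.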

Pathway analysis using fold change of differentially expressed genes in old vs young mice showed that at least 79% of the significantly altered pathways in ISCs of old mice continue to be altered in the progenitor cell types sequentially emerging from the stem cell compartment (Figure S3a). This included the compartments identified as Replicating (R), Replicating‐Dividing (R‐Div), and Dividing 1 and 2 (Div1, Div2). Therefore, we hypothesized that changes in stem cell expression profile can continue to influence the progressive maturation of cells as they progress through these cell compartments. This was analyzed using Monocle, which predicts the trajectory of cell maturation based on gene expression profiles in individual cells (Trapnell et al., 2014). Assuming cells derived from the Stem cluster (yellow arrow, Figure S3b), monocle established a trajectory from Stem through intermediate cell types towards enterocytes for the young mice (Figure S3b). 

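A path from the Stem cells to the villus tip, calculated over all cells of the absorptive lineage together and scaled to ranks from 0 to 100, ordered known markers from crypt to tip. With the ranks divided into 10 equal bins, the level of Lgr5 peaked in bin 2 in every mouse, Olfm4 in bin 1 or 2, and the crypt enzyme Cps1 in bin 1. Uhrf1, a factor that maintains DNA methylation in replicating cells, peaked in bins 1 to 3 and the mitotic cyclin Ccnb1 in bin 5. The glucose transporter Slc2a2 peaked in bins 9 to 10 and the villus tip markers Slc28a2, Ada and Nt5e in bin 10. Mean positions of young mice were 12.2 for Stem, 17.8 for R, 32.6 for R-Div, 39.5 for Div, 67.5 for early enterocytes, 87.4 for enterocytes and 97.6 for Enterocyte tip cells.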

Spatial markers that have been shown to identify cell position along the crypt‐villus axis (Moor et al., 2018) confirmed that the predicted trajectory was well aligned with the physical positioning of lineage development along the crypt‐villus axis (Figure S3c), including the Monocle prediction of EC8 cluster that exclusively expressing villus tip markers at the end of the trajectory. Similar trajectories were predicted for both young and old mice, irrespective of drug treatment. This is consistent with the data that cell‐type representation was well conserved among all the groups (Figure S1c). To follow cell progression, cells were selected along the trajectory from the stem cell origin (yellow arrow) to the point at which the daughter cells have traversed the progenitor cell compartments to give rise to enterocytes (green arrow, Figure S3b, individual cells color‐coded either green or pink in Figure 3a). Along this portion of the trajectory, there was a main developmental route and branches coming off along the route. To interrogate how cellular characteristics differed depending on their position along the trajectory, cells were dichotomized into the mainstream (main, green color) and side branch cells (side, pink color) (Figure 3a). Module scores for the pathways identified in Figure 2e were calculated as previously described to compare the main and side branch cells of each mouse group (Figure 3b–i). Strikingly, violin plots of module scores clearly showed that the alterations induced by aging were principally derived from mainstream cells along the path of developmental cell maturation. For instance, distribution and average module scores for four pathways (Wnt, cell cycle, ribosome, and OXPHOS) for main cells were significantly different among all groups (ANOVA, Figure 3b–e), but module scores of the same pathways for the side cells differed for cell cycle and OXPHOS but not for Wnt or ribosome pathways among groups (Figure 3f–i). 

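Stem cells were divided within each mouse at the median distance from the mean path of its trajectory, into cells near to and far from the path, since the branches of the paper's Monocle graphs are not in the files. In the near cells the cell cycle score was −0.0087 ± 0.00806 in old and 0.017 ± 0.00945 in young mice (SD, n = 3 each), with no overlap (exact permutation p = 0.1, the smallest possible). In the far cells the cell cycle score was −0.033 ± 0.012 and −0.018 ± 0.00954 (exact p = 0.3). The difference of near minus far cells was smaller in old than in young mice by 0.011 for the cell cycle (exact p = 0.1). For Wnt genes the score of the near cells was −0.0026 ± 0.0109 in old and 0.018 ± 0.0112 in young mice (exact p = 0.2), and for ribosomal protein genes 2.21 ± 0.0811 and 2.12 ± 0.0385 (exact p = 0.2). Under metformin the cell cycle score of the near cells was −0.0034 ± 0.00933 (exact p = 0.6 against old) and under rapamycin 0.001 ± 0.00215 (exact p = 0.2). Over the 4 groups, the near cells differed in the cell cycle score (permutation p = 0.0124 over all splits of the 12 mice), with p = 0.064 for Wnt, 0.079 for ribosome and 0.209 for oxidative phosphorylation. The far cells gave permutation p = 0.104, 0.253, 0.309 and 0.206 for cell cycle, Wnt, ribosome and oxidative phosphorylation. Wnt and cell cycle together differed between groups in both the near (Pillai's trace 1.11, permutation p = 0.00656) and the far cells (1.02, p = 0.0264), and ribosome and cell cycle in the near cells (1.00, p = 0.0347) and not in the far cells (0.619, p = 0.351). For ribosome and cell cycle in the near cells this was lost when any 1 of Young replicate B, Old replicate C, O-met replicate B or the 3 O-rap replicates was left out (permutation p = 0.0877, 0.0687, 0.115, 0.0673, 0.0618 and 0.0635). It was also lost at resolutions 0.6 and 1.5 (permutation p = 0.0709 and 0.0955), without the correction for mouse (0.176) and without signature and Wnt genes in the clustering (0.137). For Wnt and cell cycle in the near cells the difference was lost without O-met replicate B (permutation p = 0.0766), at resolution 0.6 (0.0774) and without signature and Wnt genes in the clustering (0.064). In the far cells it was lost without Young B (permutation p = 0.16), Old B (0.0877), Old C (0.0739), O-met B (0.136), O-met C (0.052), O-rap B (0.0568) or O-rap C (0.0533), and without the correction for mouse (0.101). The paper concludes that the alterations with age came principally from cells along the main route.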

Further analysis by the Tukey's multiple comparison test (Table S2) interrogated the individual group comparisons for each pathway independently for both main and side stem cells. Based on the adjusted *p* value (Table S2), the impact of aging for three pathways related to stem cell functions was significantly different for the main trajectory cells, not for the side cells. Interestingly, dichotomized analysis of metformin‐treated mice demonstrated elevation of cell cycle activities in these main stem cells, which was not significantly different when analyzed for total stem cell population, suggesting a heterogeneous response to the drug within the same cluster. Rapamycin also elevated these pathways in the main stem cells of old mice but only the cell cycle pathway was significantly reversed (Figure 3b–d; Table S2). This analysis also revealed that OXPHOS activity differed based on cell position on the trajectory. 

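The oxidative phosphorylation score was higher in old than in young mice by about the same amount in Stem cells near to and far from the path. It was 0.736 ± 0.0347 in old and 0.664 ± 0.0653 in young mice in the near cells (SD, n = 3 each; exact permutation p = 0.3). In the far cells it was 0.668 ± 0.0264 and 0.594 ± 0.0651 (exact p = 0.2), so that near minus far cells differed between the ages by −0.0018 (exact p = 0.9). Over all Stem cells the score was 0.702 ± 0.0304 in old and 0.629 ± 0.0652 in young mice (exact p = 0.2). Under metformin the score of the near cells was 0.727 ± 0.0328 and of the far cells 0.647 ± 0.0459, and under rapamycin 0.722 ± 0.0242 and 0.663 ± 0.024 (exact p = 0.6 to 0.9 against old mice).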

In the main stem cells, there was a steep difference in mean module score between young and old mice, but the difference did not exist in the side stem cells, implying that aging impaired the balance of metabolic activity determining the function of ISCs (Figure 3e,i). Elevation of OXPHOS in main stem cells from old mice was reversed towards that of young mice with metformin, but rapamycin was not effective for main stem cells, rather affecting side stem cells, reflecting the overall lower efficacy of rapamycin and the distinct mechanisms of action of the two drugs (Figure 3e,i, Table S2). Thus, this rigorous bioinformatic‐statistical analysis shows that activities of key cellular functions and metabolic pathways are distinct in relation to position along the intestinal cell developmental trajectory in young mice, compared to old mice. Metformin and rapamycin treatment both augmented key pathway activities. However, metformin showed a greater effect on adjusting key pathways in main cells, while the rapamycin effect was less dependent on the cellular position along the trajectory.

**FIGURE 3:**
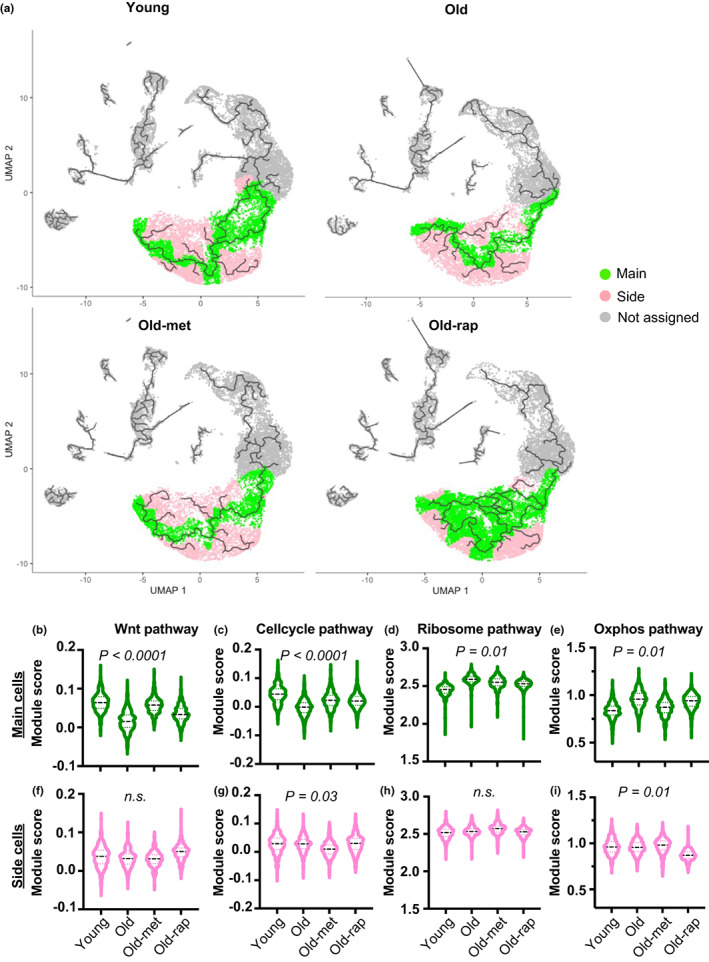
Impact of aging on stem cells differs depending on the position along the trajectory: (a) trajectory graph for each condition. Based on the position of each cell along the trajectory, cells on main track color‐coded green, and cells on side branches color‐coded pink. Cells not included in the analysis are color‐coded gray. (b–i) Module scores of four different pathways plotted separately by position (main: b–e, side: f–i) on the track and condition. Statistical significance was determined by the ANOVA test and applied for each position separately.

### 2.3 Alteration in stem cells delays proper maturation of cells

Analysis of disease pathways for the mainstream cells along the trajectory using Ingenuity Pathway Analysis (IPA) revealed that the stem and progenitor clusters along the trajectory in old mice showed activation of the predefined pathways of organismal death, growth failure, and apoptosis, and complementary inhibition of cell survival pathways, consistent with the potential deteriorating function of the tissue with age (Figure 4a–d). These pathogenic pathways reversed in the stem and R clusters (early cell type along the developmental trajectory) of old mice by treatment with either metformin or rapamycin (Figure 4a–d). However, further downstream in the developmental trajectory (R‐Div, Div1, Div2) and the efficacy of the two drugs diverged, with metformin significantly more effective in reversing the pathway changes with age (Figure 4a–d). Therefore, we extended the informatic analysis to how cell maturation was altered by aging and drug treatment throughout the developmental trajectory of the cells by interrogating cells on the branching points between sequential compartments in the trajectory. This was done for cells informatically identified as Stem, R, R‐Div, Div1, Div2, and Others, the latter encompassing later differentiated cells (Figure 4e). Each of these cell types emerged sequentially in Young mice along the trajectory (Row 1, Figure 4e). However, in Old mice (Row 2), there was a clear delay in the position along the trajectory at which the development of each cell type was detected. 

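The predefined functions of Ingenuity Pathway Analysis are not public, and a KEGG list of apoptosis genes stands for them here. As a group these genes did not move with age in Stem cells, with 23 of 49 higher and 26 lower (mean log2 fold change 0.0025, camera adjusted p = 0.978). Tnfrsf1a (ENSMUSG00000030341, chromosome 6, 125349362 to 125362484), the first TNF receptor, was the 1 gene that rose when adjusted over the list alone, with 31.2 ± 5.46 CPM in old and 21.4 ± 3.73 in young mice (SD, n = 3 each; log2 fold change 0.68, edgeR adjusted p = 0.0798). The initiator caspase Casp2 had a log2 fold change of −0.58 and the adaptor Myd88 0.78. In progenitors the list did not pass with age (camera adjusted p = 0.66 in R, 0.756 in R-Div and 0.863 in Div cells), and in Stem cells it passed under neither drug (adjusted p = 0.815 for metformin and 0.757 for rapamycin). The targets of p53 and senescence genes fell as a group in Stem cells with age, with 14 of 23 lower and a mean log2 fold change of −0.23 (camera adjusted p = 0.0437; adjusted p = 0.499 with an estimated correlation). That call was lost in 18 of 23 alternatives. The paper proposes that activated death and suppressed survival pathways reflect deteriorating tissue function.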

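The progenitor classes lay at nearly the same positions along the path in old and young mice. Classes and path were both derived from the same components corrected for mouse, which limits how far a class can shift between groups. Near-equal positions therefore do not count against a delay with age. The mean position of R, R-Div and Div cells was 29.4 ± 0.461 in old and 29.9 ± 0.326 in young mice, on a scale of 0 to 100 (SD, n = 3 each; exact permutation p = 0.2). R cells lay at 16.7 ± 1.11 and 17.8 ± 0.781 (exact p = 0.3), R-Div cells at 32.5 ± 2.11 and 32.6 ± 0.44 (exact p = 1) and Div cells at 39.1 ± 1.66 and 39.5 ± 1.01 (exact p = 0.7). Stem cells lay at 12.4 ± 0.831 and 12.2 ± 0.174 (exact p = 1). The sign of the difference depended on the correction for mouse: the mean progenitor position was 0.51 lower in old mice, and it was 1.78 higher when the cells were clustered and ordered without that correction and 0.456 higher when only the path was calculated without it. R cells lay 4.59 and 1.66 later in old mice in these settings. With 1 path for each group R cells lay 0.55 later, R-Div cells 2.98 later and Div cells 5.34 earlier, with no test. The paper concludes that each cell type appeared later along the trajectory in old mice.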

Strikingly, metformin treatment (Row 3) restored the appearance of cell type to a more youthful position all along the trajectory. 

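Under metformin the mean position of R, R-Div and Div cells was 30.6 ± 0.87, against 29.4 in untreated old mice (SD, n = 3 each; exact permutation p = 0.2). Under rapamycin it was 30.4 ± 0.154, with the 3 rapamycin-treated mice above the 3 old mice (exact p = 0.1, the smallest possible). Div cells lay at 40.3 ± 0.366 under metformin (exact p = 0.4 against old) and at 39 ± 0.416 under rapamycin (a difference of −0.087 from old, exact p = 1). All 3 metformin-treated mice lay above the 3 rapamycin-treated mice for Div cells, by 1.3 (exact p = 0.1). R cells lay at 18.2 ± 0.254 under rapamycin (exact p = 0.1 against old) and at 17.6 ± 1.16 under metformin (exact p = 0.4), and R-Div cells at 33.9 ± 0.18 and 33.8 ± 1.26 (exact p = 0.3 and 0.5). Where the paper finds Div1 cells under rapamycin no different from old mice, the Div class here joins Div1 and Div2. For rapamycin the mean progenitor position was lower than in old mice by 0.22 without the correction for mouse.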

Rapamycin was similarly effective, with the exception of Div1 cells, which did not differ from Old mice (Row 4) in line with its lower efficiency on later cell types rescuing pathogenic pathways in Figure 4a‐d. To perform statistical analysis, we divided branch points into 3 compartments (Figure 4e, i–iii). Cell‐type distribution in each compartment was compared across the conditions using Pearson's Chi‐squared test with simulated *p* value. Individual comparison of each compartment confirmed cell‐type distribution is significantly different, including when each was considered independently (compartment i: *p* = 0.001; compartment ii: *p* = 0.04; compartment iii: *p* = 0.015). When all compartments were considered together, the *p* value was <0.0001, supporting our hypothesis that cell‐type transition along the branch points significantly changed with aging.

**FIGURE 4:**
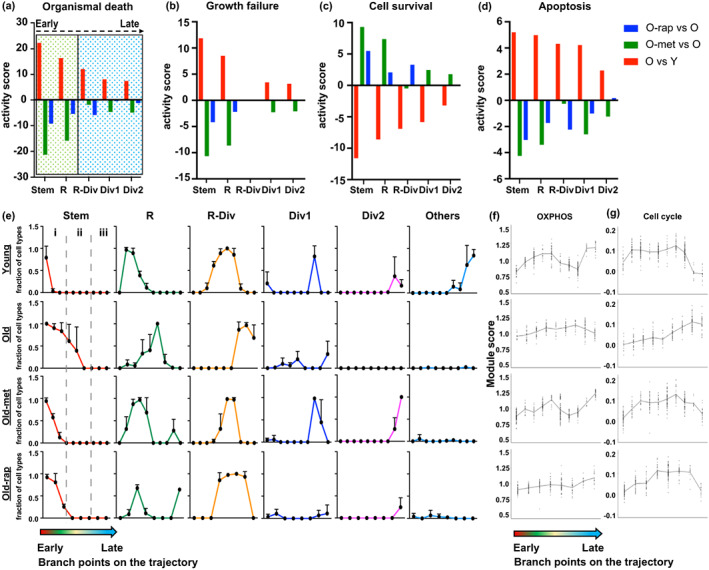
Aging delays proper cell maturation along the developmental trajectory: (a–d) assignment of disease pathway based on differentially expressed genes (*P*_adj_ <0.05) in main cells of Stem and subsequent progeny clusters were analyzed using QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA). Dotted green box indicates cell types assigned to clusters early in the trajectory (Stem and R); dotted blue box indicates cell types later in the trajectory (R‐Div, Div1, and Div2). (e) Cell‐type transition along the branch points of the trajectory plot. Dashed line indicates compartments that divide the trajectory into three segments (early(i), mid(ii), and late(iii)). This compartmentalization was utilized for statistical analysis of the alteration of cell identity along the developmental trajectory under the different conditions using the Pearson's chi‐squared test. The analysis confirmed that cell‐type distribution in each compartment is significantly different (compartment i: *p* = 0.001; compartment ii: *p* = 0.04; compartment iii: *p* = 0.015). (f) Module score of OXPHOS pathway at each branch point analyzed for cell‐type transition in e. (g) Module score of cell cycle pathway at each branch point analyzed for cell‐type transition in e

**FIGURE 5:**
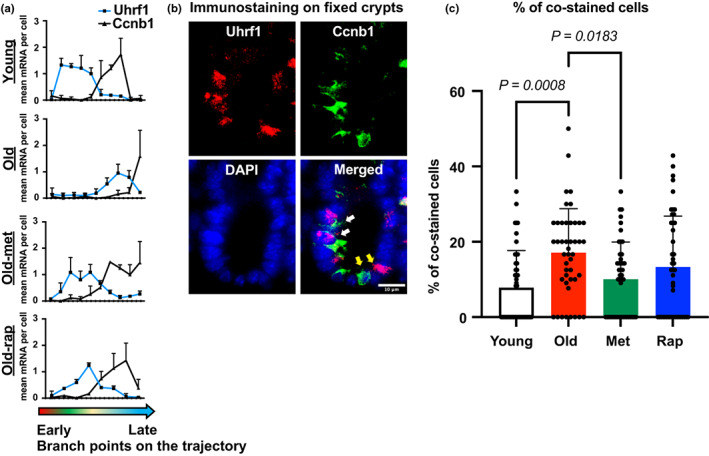
Retardation of developmental trajectory is reflected in cell maturation process: (a) mean mRNA expression of Uhrf1 and Ccnb1, which expression level changes along with developmental trajectory. (b) Representative images of IF for proteins encoded by Uhrf1 or Ccnb1 in FFPE tissues. Images show cells stained with either protein alone (yellow arrows) or cells co‐stained for both proteins (white arrows). Scale bar: 10 μm. (c) Quantitation of co‐stained cells in each condition. 15 crypts were analyzed from 3 mice of each condition. Statistical analysis was performed using one‐way ANOVA followed by Tukey's multiple comparison.

The relationship between the OXPHOS and cell cycle pathways was investigated along this trajectory using a module score for each pathway as in the earlier analyses. In young mice, the mean module score for OXPHOS between branch points (Figure 4f) gradually increased and then decreased along with the cell‐type transition of the developmental trajectory, and showed a sharper rise at the last 2 stages of the trajectory where mature cells initially appear. However, this pattern was greatly attenuated in Old mice. 

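Along the path of young mice the score of the oxidative phosphorylation genes was 0.69 ± 0.0543 in the first of 10 bins, 1.06 ± 0.0641 in bin 9 and 0.678 ± 0.0942 in the last bin, at the villus tip (SD, n = 3). The bin summaries were defined after the data had been seen, and the paper's branch points were not available. The part of the trajectory that the paper scored ends where progenitors give rise to enterocytes. Bins 9 and 10 lie later, among enterocytes and villus tip cells, so they are not the paper's last 2 stages. In old mice the score was 0.76 ± 0.0426 in bin 1 (exact permutation p = 0.2 against young), 1.1 ± 0.0696 in bin 9 (exact p = 0.4) and 0.528 ± 0.317 in bin 10 (exact p = 0.5). In bin 10 the score was 0.741 ± 0.075 under metformin and 0.816 ± 0.18 under rapamycin. The mean of the last 2 bins minus bin 6 was −0.19 ± 0.193 in old and −0.09 ± 0.0712 in young mice (exact p = 0.5), −0.075 ± 0.0515 under metformin (exact p = 0.5 against old) and −0.011 ± 0.143 under rapamycin (exact p = 0.2). With 1 path calculated for each group, as the paper did, this value was 0.44 lower in old than in young mice, with no test. It was 0.47 higher under metformin and 0.70 higher under rapamycin than in old mice, also with no test. The paper reports that rapamycin did not restore the pattern. Since bins 9 and 10 are not the paper's last 2 stages, these values speak neither for nor against its reports on age or either drug. Bin 5 minus bin 1 was 0.126 ± 0.0503 in old and 0.135 ± 0.00322 in young mice (exact p = 1). The paper proposes that the rise of this score toward mature cells was attenuated with age and restored by metformin.

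**Figure D4:**
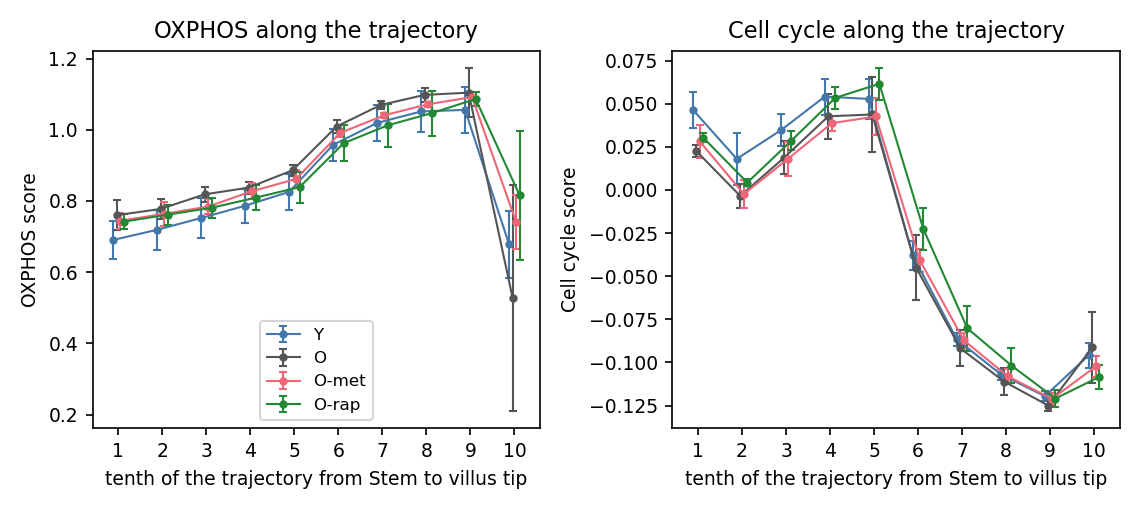
Module scores of oxidative phosphorylation (left) and cell cycle (right) along the path from Stem cells to the villus tip in 10 bins, as group means with SD over 3 mice. Oxidative phosphorylation is highest in bin 9, at 1.06 in young and 1.1 in old mice, and cell cycle is lower in bin 7 than in bin 5 in all 4 groups.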

Metformin restored the pattern towards that of young mice, but rapamycin did not. Similarly, for the cell cycle pathway (Figure 4g), the mean module score increased as the cells emerged from the stem cell compartment, in parallel to known elevated proliferation in subsequent compartments, collectively termed the transit amplifying cells, and then fell sharply at the end of the trajectory in accordance with the appearance of mature enterocytes. By contrast, there was a progressive increase in the cell cycle module score along the trajectory in Old mice, but the sharp decrease at the end of the trajectory seen for Young mice did not occur, suggesting an incomplete process of maturation until the last branch point on the trajectory. However, both metformin and rapamycin restored this overall pattern in old mice to more closely resemble the temporal pattern at these stages in young mice. 

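The cell cycle score of young mice was 0.047 ± 0.0104 in the first bin of the path, 0.053 ± 0.0117 in bin 5, where Ccnb1 peaks, and −0.12 in bin 9, among the enterocytes (SD, n = 3 mice). Bin 1 is not the Stem class alone, since Uhrf1, a gene of replicating cells, also peaked there in the median mouse. In bin 1 old mice had 0.023 ± 0.00363, below all 3 young mice (exact permutation p = 0.1, the smallest possible). Under rapamycin bin 1 was 0.03 ± 0.00248, above all 3 old mice (exact p = 0.1), and under metformin 0.028 (exact p = 0.5).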

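The cell cycle score was lower late along the path in old as in young mice. Bin 7 differed from the peak by −0.139 ± 0.00625 in old and by −0.141 ± 0.0119 in young mice (SD, n = 3 each; exact permutation p = 0.8), by −0.133 under metformin and by −0.142 under rapamycin. In bin 10, at the villus tip, the score was −0.091 ± 0.0205 in old and −0.096 ± 0.00725 in young mice (exact p = 0.8). Bin 5 minus bin 1 was 0.021 ± 0.0235 in old and 0.0062 ± 0.0045 in young mice (exact p = 0.4). In bin 5 the old mice had 0.044 ± 0.0218 (exact p = 0.6 against young). Bins 7 and 10 lie among early enterocytes and villus tip cells, past the progenitors with which the part scored by the paper ends. The path was also derived from components corrected for mouse over all groups together. These values therefore do not count against the paper, which proposes that maturation stayed incomplete up to the last branch point in old mice.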

In summary, our data show a tight linkage between predicted cell identity and metabolic pathways in cell maturation along the developmental trajectory of intestinal epithelial cells, and that aging perturbs the coordination of how these cells are reprogrammed, which leads to this impaired developmental progression of cells. We further investigated the increased OXPHOS pathway using IHC for Ndufb8 of complex I and Cox5b of complex IV of the mitochondrial electron transport chain. Quantitative analysis showed that both Ndufb8 and Cox5b were significantly elevated in the crypts of old mice compared to young mice, consistent with scRNAseq analysis (Figure S4a–d). Interestingly, neither metformin nor rapamycin reversed these changes at the protein level. The discrepancy in the effect of the drugs between the level of RNA expression of nuclear genes encoding these mitochondrial proteins and its protein level may be due to the fact that mitochondria are long‐lived, and that 3 months of treatment with the drugs is not sufficient to alter their structure, whereas in the old mice, substantial remodeling of mitochondria is accumulated with age.

Analysis of the single‐cell data had shown a clear delay of cell maturation along the developmental trajectory with aging and its reversal by geroprotectors. This was followed up by an investigation of two specific genes using immunofluorescence. *Uhrf1* and *Ccnb1* were assayed since their expression level was tightly associated with cell identity: *Uhrf1* is highly expressed in early progenitor cells, but *Ccnb1* is highly expressed in later progenitors. In addition, there was a clear delay along the trajectory for expression of each of these genes in old mice compared to young mice, while either metformin or rapamycin treatment restored the pattern similar to in young mice (Figure 5a). Therefore, we hypothesized that cells co‐expressing both genes are intermediate cells that undergo differentiation from early to later progenitor cell types. 

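The transcripts of Uhrf1 (ENSMUSG00000001228, chromosome 17, 56303321 to 56323486) and Ccnb1 (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570) lay at similar positions along the path in old and young mice. The mean position of Uhrf1 UMIs was 20.4 ± 2.96 in old and 19.7 ± 1.24 in young mice (SD, n = 3 each; exact permutation p = 0.7), 20.6 ± 0.885 under metformin and 22.1 ± 0.745 under rapamycin (exact p = 0.9 and 0.6 against old). The mean position of Ccnb1 UMIs was 41.5 ± 0.235 in old and 41.8 ± 0.56 in young mice (exact p = 0.4). It was 42.3 ± 0.131 under metformin, above all 3 old mice (exact p = 0.1, the smallest possible), and 41.5 ± 0.544 under rapamycin (exact p = 1). The path was derived from components corrected for mouse over all groups together, which limits how far a position can shift between groups. Similar positions of these transcripts therefore do not count against a delay with age. In level, Uhrf1 in R-Div cells had a log2 fold change of −0.07 with age and Ccnb1 one of −0.002, and in Stem cells they had −0.21 and −1.53 (edgeR adjusted p = 0.161 for Ccnb1). With 1 path calculated for each group, as the paper did, the position of Uhrf1 was 5.17 higher and that of Ccnb1 2.78 lower in old mice. In the same setting Ccnb1 lay 2.21 higher under metformin and 12.9 higher under rapamycin than in old mice, with no test. Without the correction for mouse Ccnb1 differed by −2.23 with age, 3.97 with metformin and 0.85 with rapamycin.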

Staining for the proteins encoded by each gene showed enriched expression in the crypt that confirmed their expression in progenitor cells (Figure 5b). Cells positively stained for each protein were then analyzed to calculate the percentage of cells co‐stained for both proteins (Figure 5c). One‐way ANOVA followed by Tukey's multiple comparison confirmed that there are significantly more cells co‐stained for both proteins in old mice than in young mice, supporting the conclusion that cell maturation along the crypt‐villus axis is retarded by aging. Consistent with trajectory analysis, metformin treatment showed a significant decrease in the number of co‐stained cells, but this decrease was marginal for rapamycin in keeping with its less pronounced effects (Figure 4e). Thus, these data independently confirm the more extensive bioinformatic analyses.

## 3 DISCUSSION

Transcriptomics at single‐cell resolution establish that aging suppressed expression of the Lgr5 gene in the intestinal stem cluster by >30% and repressed expression of >70% of the genes reported as the transcriptional signature defining Lgr5^hi^ stem cells (Muñoz et al., 2012). Lgr5 is a Wnt target gene and a receptor for R‐spondin, a functional driver of cycling ISCs, and we documented downregulation of Lgr5 expression in line with the repression of Wnt signaling pathways in stem cells of the aged mice. Therefore, aging may compromise sustained self‐renewal and the ability of these canonical stem cells to produce progeny and maintain mucosal function. This extensive downregulation of the stem cell signature genes in Lgr5^hi^ cells begins as early as middle age (12‐month‐old mouse) in comparison to young adults (3‐month‐old, data not shown). Thus, these data support reports that aging impairs the primary stem cells in the small intestine both functionally and transcriptionally (Cui et al., 2019; Nalapareddy et al., 2017).

Metabolic pathways are critical for sustaining continuous cell cycling of Lgr5^hi^ ISCs to maintain the mucosa, and metabolic status is also a key in determining whether stem cells retain self‐renewal capacity or differentiate following their replication (Mihaylova et al., 2018; Rodríguez‐Colman et al., 2017; Wang et al., 2021). Our data show that aged mice exhibited significant alterations in key metabolic pathways such as OXPHOS, glycolysis, and fatty acid metabolism. Therefore, the programming of metabolic pathways is reconfigured in aging with important consequences for stem and progenitor cell functions and mucosal remodeling. Dichotomized analysis clearly showed that there was heterogeneity even among cells within the same cluster as regards to metabolic pathway profile. In young mice, stem cells exhibited lower expression of the OXPHOS machinery consistent with elevated cell cycle and Wnt pathway activities, while in old mice, OXPHOS was elevated in stem cells, in conjunction with suppression of Wnt and cell cycle pathways. Importantly, the unique architecture of the mucosa permits linking these alterations to the developmental progression of the stem cell progeny. In this regard, the distinct metabolic activities linked to cell position along the crypt‐luminal axis emphasizes that coordination between metabolism and stem cell functions is fundamental for normal stem cell functions, and that the disruption in aged mice alters the acquisition of cell identity during the progression of cells along the mainstream of their developmental maturation. We have previously suggested this fundamental link is through altered mitochondrial function (Augenlicht & Heerdt, 2001), and more recently have shown this is a key to nutritional remodeling of ISCs and mucosal homeostasis that establishes elevated probability for development of sporadic tumors (Choi et al., 2022).

Metformin and rapamycin are gerotherapeutics under intense investigation for their potential to delay many facets of aging to ameliorate physiological deterioration and potentially increase the quality and length of life (Harrison et al., 2009; Martin‐Montalvo et al., 2013; Novelle et al., 2016). Both pharmacological agents reversed multiple aspects of the aging transcriptomic phenotype in the intestinal mucosa. At doses shown to extend mouse lifespan, each drug suppressed OXPHOS and augmented Wnt signaling (Figure 2e). Importantly, there were distinct differences in their impact on cell programming, with metformin more effective in adjusting metabolic pathway expression signatures by reducing the aging‐associated effect on fatty acid oxidation and glycolysis while rapamycin more directly enhanced proliferation (Figure 2e). Further dissection of their distinct effects using dichotomized analysis revealed that the effect of metformin was concentrated on the main cells that drive developmental progression, while the effect of rapamycin was less tightly linked to their position on the trajectory. Therefore, tracing cellular maturation using trajectory analysis showed that metformin‐treated mice restored the profile of developmental progression that characterizes the mucosa of young mice, while the effect of rapamycin was more limited. Trajectory analysis is a novel approach to understand the more subtle effects on cell developmental maturation in aging, and similar trajectory analyses based on transcriptional profiles have also recently been used to show altered cell differentiation along the crypt‐luminal axis in human ulcerative colitis (Smillie et al., 2019), in ISCs in which mitochondrial composition has been altered (Ludikhuize et al., 2020), and in mice fed a diet that increases the probability for tumor development (Choi et al., 2022).

Aging is a major underlying risk factor for CRC (Nalapareddy et al., 2022), with clear effects of aging on the intestine reported (Baron & Pisani, 2021; Choi et al., 2018; He et al., 2020), and herein deconvolved by single‐cell analyses. Of note, despite a major disruption in stem cell function and development of linages, older wild‐type mice do not develop tumors spontaneously when fed control diets. However, when wild‐type mice are fed a diet long‐term that mimics intake levels of common nutrients linked to those consumed in populations at high risk for colon cancer, they do develop small and large intestinal tumors reflecting the etiology, incidence, frequency, and lag with older age of human sporadic colon cancer (Aslam et al., 2010; Newmark et al., 2001; Newmark et al., 2009; Yang et al., 2008). This emphasizes that long‐term dietary patterns and aging are inextricably linked as major risk factors for the development of human CRC. In the dietary model in which sporadic tumors do develop, there is suppressed function of Lgr5^hi^ ISCs with alternate *Bmi1+, Ascl2* ^*hi*^ cells mobilized that remodel the mucosa and establish pro‐tumorigenic chronic inflammation (Choi et al., 2022; Li et al., 2019; Newmark et al., 2009). 

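In the Stem class, Bmi1 (ENSMUSG00000026739, chromosome 2, 18677018 to 18686629), a Polycomb protein marking alternative stem cells, was lower in old mice, with 9.83 ± 2.35 CPM against 16.1 ± 3.78 in young mice (SD, n = 3 each; log2 fold change −0.40, standard error 0.21, edgeR adjusted p = 0.318). Taken alone, edgeR's negative binomial quasi-likelihood test gave p = 0.0748 over the 12 mice, and p = 0.0244 without Old replicate C, 0.0335 without Young replicate A and 0.0445 with cells thinned to equal depth. The negative binomial mixed model over cells gave a log2 fold change of −0.56 (p = 0.00708). The 7 measured genes of alternative and quiescent stem cells were lower as a group, with 6 of 7 lower and a mean of −0.39 (camera adjusted p = 0.0388; adjusted p = 0.499 with an estimated correlation), and 2 fell when adjusted over the list alone. That call was lost in 10 of 23 alternatives, and without a low-count filter the mean was 0.077 (adjusted p = 0.287). Under metformin and rapamycin Bmi1 had log2 fold changes of 0.30 each against old mice (negative binomial quasi-likelihood p = 0.179 and 0.171; adjusted p = 0.504 and 0.762).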

While aging also had a major impact on suppressing Lgr5^hi^ ISCs, there was no evidence that Bmi1+ cells were mobilized or other potential alternative stem cells recruited. This raises the important question of how aging and long‐term consumption of a relevant high‐risk diet interact in altering mucosal stem cell functions and physiology in establishing the risk of colon cancer, a disease that dramatically rises in older individuals. Moreover, since geroprotectors such as metformin and rapamycin hold promise for mitigating age‐related alterations of the intestinal epithelium, the potential interaction of such drugs with dietary interventions need to be explored for efficacy in mitigating aging‐related intestinal stem cell programming and lineage differentiation, and in preventing disease that limits the quality of life and lifespan.

## 4 METHODS

### 4.1 Animals and experimental design

CB6F1 hybrid male mice were obtained at either 2 or 21 months of age from the NIA‐aged rodent colony. On arrival, young (Y) mice were immediately switched to a purified control diet and old (O) mice were randomized to either the same control diet or a diet in which either 0.1% metformin (Cayman Chem) or microencapsulated rapamycin (eRapa) at a concentration of 42 ppm (Rapamycinholdings, Inc.) was incorporated into the formulation (TestDiet). Eudragit was also included in the control and metformin diets (429 ppm) in order to match the rapamycin formulation. All mice were group housed and fed these diets for 3 months under a 14 L:10D photoperiod at 22°C, remained on these formulations for 3 months, and were subsequently euthanized, and intestinal tissue was harvested at either 5 or 24 months of age, respectively, for analysis. 3 replicates for each group were used. All experimental methods were approved by the IACUC at the Albert Einstein College of Medicine.

### 4.2 Single‐cell RNAseq

Mice were sacrificed, excised intestines opened longitudinally, rinsed with cold saline, single‐cell suspensions prepared, re‐suspended in antibody staining buffer, blocked with FcR Blocking Reagent (Miltenyi Biotec, 130‐092‐575), washed and pelleted, then incubated for 20 min at 4°C with, EpCAM‐APC (Miltenyi Biotec, Cat No. 130‐102‐234) and CD45‐PerCP (Miltenyi Biotec, Cat No. 130‐102‐469). Cells were sorted by FACs on a MoFlo instrument and Epcam‐positive, CD45‐negative total epithelial cells collected.

scRNAseq libraries were constructed by the Albert Einstein Genomics Core using the 3′ kit protocols of 10X Genomics (San Francisco, CA) with approximately 10,000 single FACS collected epithelial cells from each mouse processed on a Chromium Chip B microfluidic apparatus (10X Genomics). Library quality was verified by size analysis of transcripts (BioAnalyzer; Agilent) and after passing quality control assays, multiple libraries were multiplexed and sequenced by HiSeq PE150 using pair‐end sequencing, with a readout length of 150 bases (Novogene; Sacramento), and the data assigned to individual cells using the sample indexes.

For sequence alignment and subsequent analysis, output Illumina base call files were converted to FASTQ files (bcl2fastq), these from each mouse aligned to the mouse mm10 genome v1.2.0 and converted to count matrices (Cell Ranger software v3.0.2). 5000–8000 individual cells were identified for each sample, and unique molecular identifiers (UMI) were used to remove PCR duplicates. Quality control and downstream analyses were done in R v4.1.2, using Seurat package v4.1.0(Stuart et al., 2019). To discard doublets or dead cells, cells with gene counts <200 or >5000, or a mitochondrial gene ratio > 20%, were filtered out. Cells from different samples were integrated using Seurat FindIntegrationAnchors and IntegrateData functions, and clusters were identified from the integrated data set using the Seurat FindClusters function. This calculates k‐nearest neighbors according to principle component analysis, constructs a shared nearest neighbor graph, and then optimizes a modularity function (Louvain algorithm) to determine cell clusters. Cell clusters were identified using established cell‐type markers for intestinal epithelial cells and cluster markers were identified using Seurat FindMarkers function. Differential gene expression compared samples among experimental groups: initial criteria were an expression change of ≥1.5‐fold with associated adjusted *p* value of <0.01 in group comparison (Seurat FindMarkers function). Pathway analysis was performed on differentially expressed genes using clusterProfiler R package v4.2.2; gene set enrichment analysis (GSEA) used the fgsea R package (v1.20.0), and the MSigDB (v5.2) KEGG pathway database. Pathways at Adj *p* < 0.05 were considered statistically significant. Trajectory analysis was done using Monocle3 R package v1.2.6 (Trapnell et al., 2014) with cluster information and cell‐type identifications migrated from Seurat using an in‐house developed code. The integrated data set was divided among different experimental conditions, and trajectories were generated for each condition. Module score to determine the average expression of the gene set for each pathway was calculated with Seurat AddModuleScore function(Tirosh et al., 2016). Same gene list for KEGG pathway analysis was used.

### 4.3 Immunohistochemistry

For BrdU staining, immunostaining was performed as previously described. Briefly, antigen retrieval was performed via a citrate buffer (pH = 6) using a pressure cooker for 10 min. After rehydration and blocking endogenous peroxidase by 3.0% H_2_O_2_ for 5 min, avidin and biotin blocking (Vector Labs SP‐2001) was performed each for 15 min with a wash step in between. Next, slides were blocked and stained using a mouse‐on‐mouse (M.O.M) kit (Vector Labs BMK‐2202) with an antibody against BrdU (1:200; cat#5292, Cell Signaling) following the manufacturing protocol. Slides were then incubated with biotinylated secondary antibody for 30 min, followed by a streptavidin‐HRP detection system (Vector labs PK‐4000) and application of 3, 3′‐diaminobenzidine (DAB) for visualization of the antigen–antibody complex (Scytek). For Uhrf1 and Ccnb1 staining, Swiss roll sections were de‐waxed, rehydrated, endogenous peroxidases blocked (3% hydrogen peroxide in methanol), and heat‐induced epitope retrieval done with 10 mM sodium citrate buffer (pH 6.0) for all antibodies. After blocking for 1 h, tissues were incubated overnight at 4°C with primary Uhrf1 antibody (Thermo Fisher Scientific, 1:500 dilution of Cat #PA5‐29884) and primary Ccnb1 antibody (Thermo Fisher Scientific, 1:500 dilution of Cat #MA1‐155). Secondary antibody was incubated for 30 mins on the following day (Goat anti‐Mouse DyLight™ 488 (Cat #35502) for anti‐Ccnb1, Goat anti‐Rabbit DyLight™ 594 (Cat #35560) for anti‐Uhrf1 from Thermo Fisher Scientific. 1:100 dilution). Prolong gold with DAPI was used to mount the slide. For subunit protein staining of OXPHOS pathway, the same procedure for IHC staining was performed. Primary antibodies were used at 1:200 concentration for overnight at 4 °C (anti‐Ndufb8: ab192878; anti‐Cox5b: NBP2‐92927). Secondary antibody was incubated for 30 mins (goat anti‐rabbit, 1:100).

### 4.4 Image analysis

All image analyses were done with Fiji software. To quantify BrdU+ nuclei, duodenal epithelium was imaged at 60x magnification. Automatically set threshold was applied to count BrdU+ nuclei. 15 crypts were measured from 3 individual mice in each group. A number of positive nuclei were divided by the total nuclei in the crypt. To quantify co‐stained cells for Uhrf1 and Ccnb1, the duodenal epithelium was imaged at 60x magnification. Nuclei that were positive for fluorescent signal (above top 4% of threshold) were counted, and the percentage of co‐stained cells was calculated over the sum of the number of cells positive for each staining. 15 crypts were analyzed from 3 individual mice in each group. To quantify OXPHOS subunit proteins, duodenal and jejunal crypts were imaged at 20x magnification. Automatically set threshold was applied to measure positive areas for signal. The area above the threshold was then divided by the total area of crypt. Measurement was conducted up to 60 μm from the bottom of the crypts to minimize size variability. 17 crypts from 3 mice were measured. One‐way ANOVA followed by the Tukey's multiple comparisons test was applied to calculate *p* value. Statistical analysis was performed using GraphPad Prism version 0.3.1 for Mac, GraphPad Software, San Diego, California USA, www.graphpad.com.

### 4.5 Statistical analysis

Differences in gene expression between groups (Figure 2a) were modeled by a negative binomial mixed effect model with the number of read counts of individual cells as the response, offset by the number of the total counts of the cells, and the individual mice are treated as random effects. The computation is performed by R function glmer.nb. Two‐sample Kolmogorov–Smirnov test was used to compare two distributions (in Figure 2d). Multivariate analysis of variance was used to compare mean module scores at two pathways among the four experimental groups (in Figure 2f) using R function MANOVA assuming each mouse was independent.

Figure 3b‐i was tested using one‐way ANOVA followed by the Tukey's multiple comparison test (Table S2), which was performed using GraphPad Prism version 0.3.1 for Mac, GraphPad Software, San Diego, California USA, www.graphpad.com. Figure 4e was tested using Pearson's Chi‐squared test with a simulated *P* value. Individual comparison of each compartment treated each mouse as independent. Figure 5c was tested using one‐way ANOVA followed by the Tukey's multiple comparison test.

## AUTHOR CONTRIBUTIONS

L.H.A., D.M.H., and J.C. designed the experiments and supervised the work. K.Y performed the statistical analysis. J.C. performed the data analysis, generated the figures, and wrote the manuscript. J.C., R.X., M.H., and W.L. performed the experiments, and X.Z. performed data processing. All authors contributed to edit the manuscript.

## CONFLICT OF INTEREST STATEMENT

All authors state that there is no conflict of interest.

## Supporting information

Figure S1.
Figure S2.
Figure S3.
Figure S4.

Table S1.
Table S2.

## Data Availability

scRNAseq data sets have been deposited in the Gene Expression Omnibus (GEO) database under the accession code: GSE210669.

# Supplementary material for: Intestinal stem cell aging at single‐cell resolution: Transcriptional perturbations alter cell developmental trajectory reversed by gerotherapeutics
**Source:** Aging Cell. 2023 Mar 2;22(5):e13802. doi: 10.1111/acel.13802

Supplementary figures

Figure S1

a FACS gating strategy for total epithelial cells (Epcam+, CD45neg)

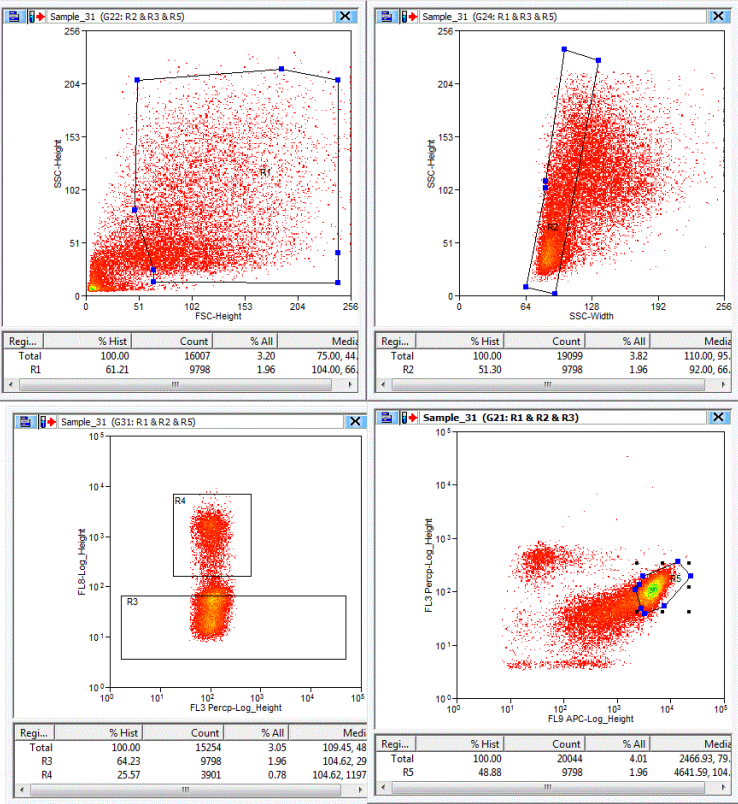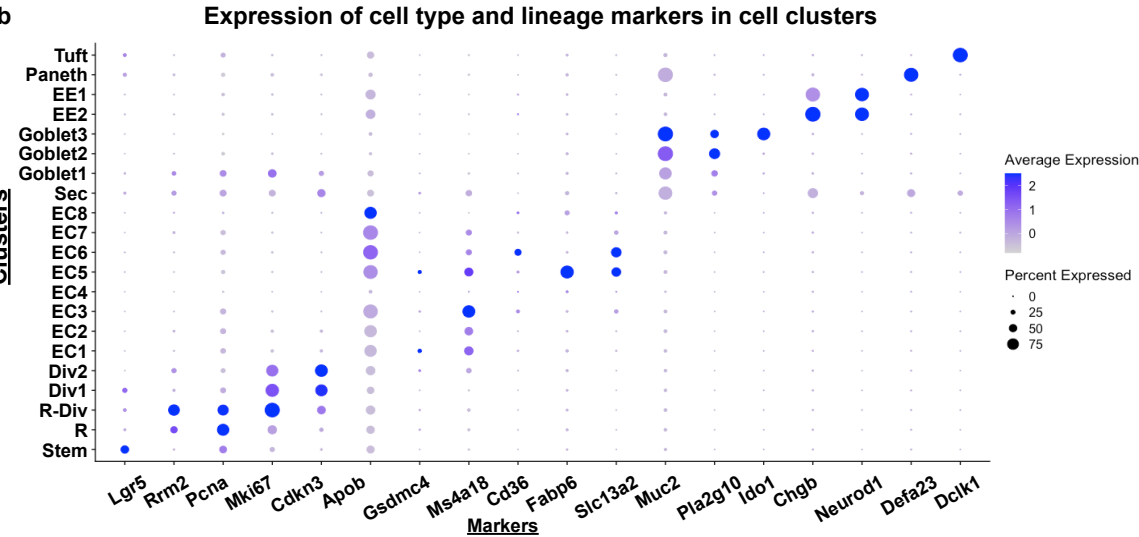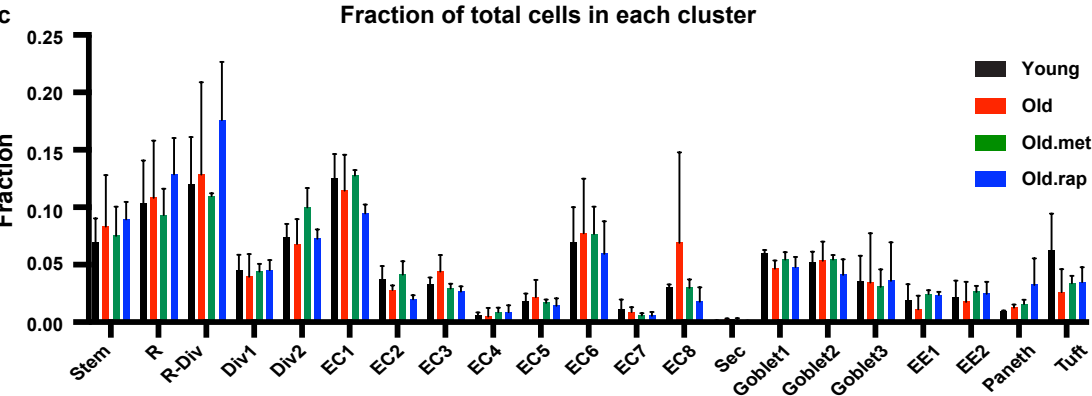

Figure S2

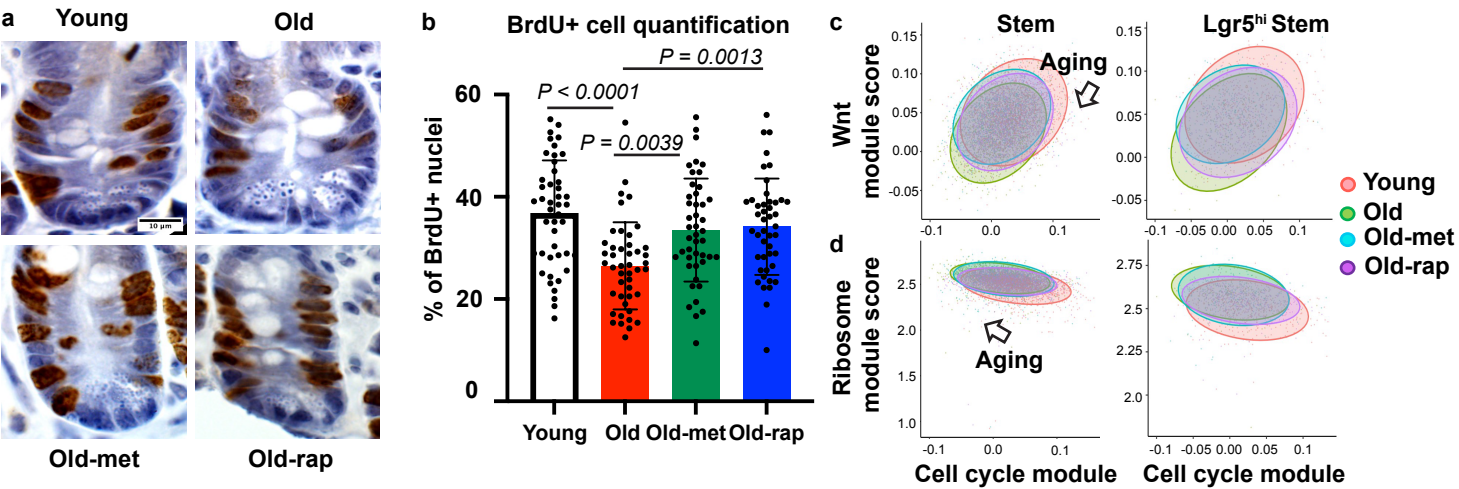

Figure S3

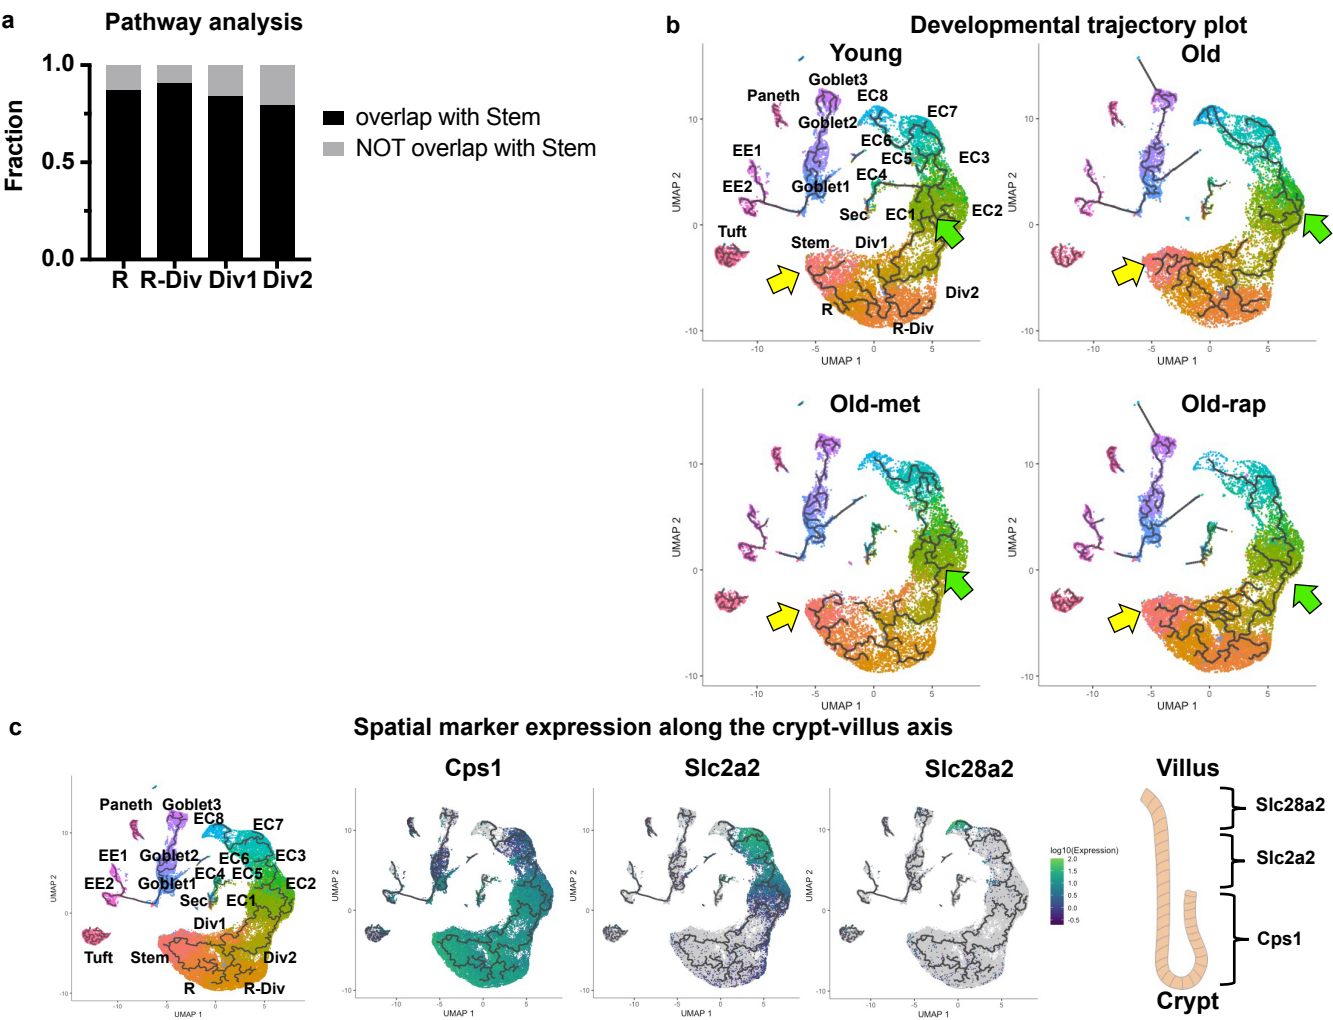

Figure S4

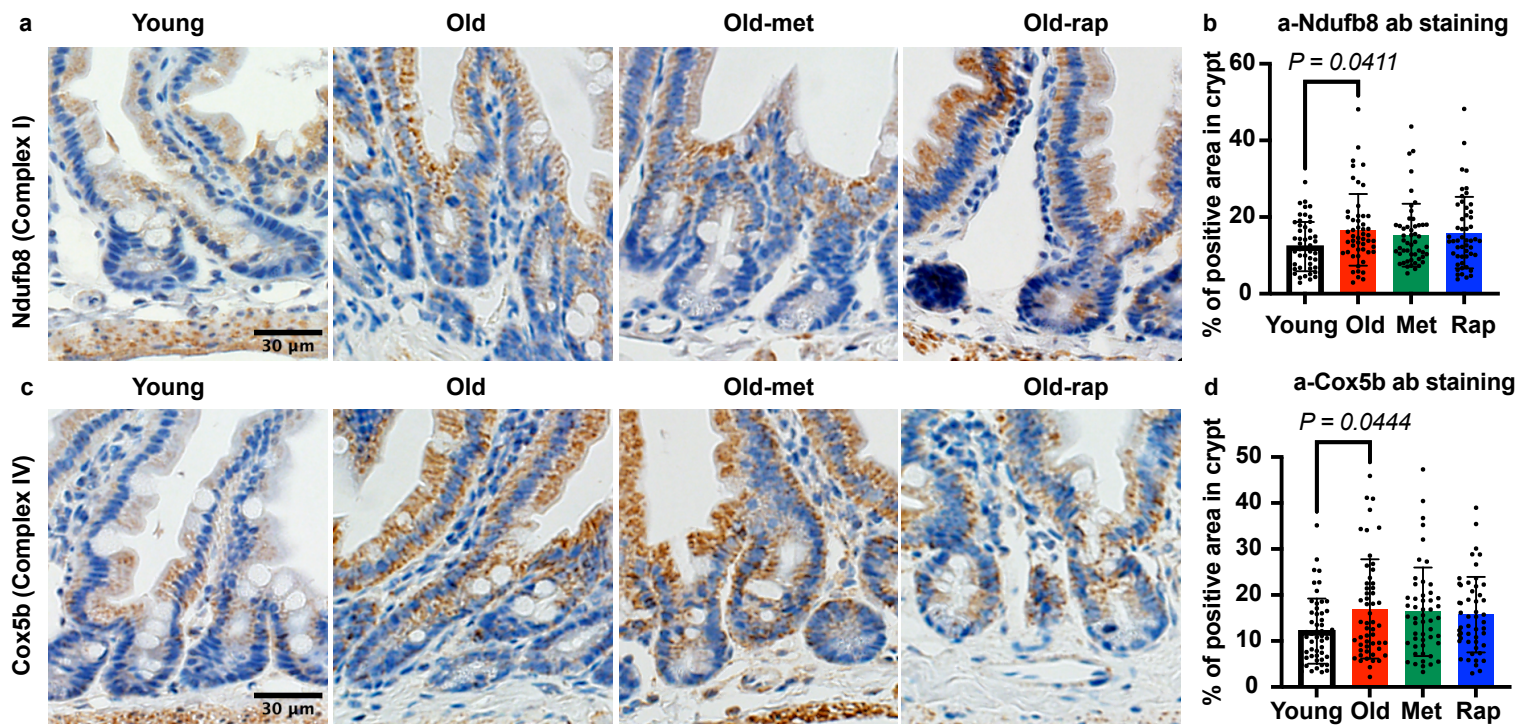

**Supplement:** Supplementary file 1 — Figure S1. Figure S2. Figure S3. Figure S4.

# Supplementary material for: Intestinal stem cell aging at single‐cell resolution: Transcriptional perturbations alter cell developmental trajectory reversed by gerotherapeutics
**Source:** Aging Cell. 2023 Mar 2;22(5):e13802. doi: 10.1111/acel.13802
**Supplement:** Supplementary file 2 — Table S1. Table S2.

**Table S1. Number of differentially expressed genes**

| **celltype** | **differential genes**  **O vs Y** | **differential genes**  **O-met vs O** | **differential genes**  **O-rap vs O** |
| --- | --- | --- | --- |
| **Stem** | 68 | 48 | 31 |
| **R** | 62 | 40 | 24 |
| **R_Div** | 80 | 39 | 29 |
| **Div1** | 69 | 46 | 21 |
| **Div2** | 58 | 37 | 24 |
| **EC1** | 82 | 28 | 33 |
| **EC2** | 76 | 40 | 39 |
| **EC3** | 159 | 79 | 38 |
| **EC4** | 8 | 5 | 2 |
| **EC5** | 30 | 63 | 126 |
| **EC6** | 94 | 140 | 124 |
| **EC7** | 78 | 28 | 39 |
| **EC8** | 564 | 725 | 838 |
| **Sec** | 57 | 24 | 24 |
| **Goblet1** | 31 | 18 | 41 |
| **Goblet2** | 40 | 52 | 110 |
| **Goblet3** | 6 | 2 | 37 |
| **EE1** | 9 | 3 | 9 |
| **EE2** | 31 | 9 | 24 |
| **Paneth** | 76 | 6 | 52 |
| **Tuft** | 2 | 19 | 15 |

**Table S2. Multiple comparison for Figure 3b-i**

|  |  | **Significance** | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | **Wnt** | **Cell cycle** | **Ribosome** | **OXPHOS** |
| **main** | **Y vs O** | ******** | ******** | ***** | ****** |
|  | **Y vs O-met** | **ns** | ****** | **ns** | **ns** |
|  | **Y vs O-rap** | ******* | ****** | **ns** | ****** |
|  | **O vs O-met** | ******* | ****** | **ns** | ***** |
|  | **O vs O-rap** | **ns** | ****** | **ns** | **ns** |
|  | **O-met vs O-rap** | ****** | **ns** | **ns** | ***** |
| **side** | **Y vs O** | **ns** | **ns** | **ns** | **ns** |
|  | **Y vs O-met** | **ns** | ***** | **ns** | **ns** |
|  | **Y vs O-rap** | **ns** | **ns** | **ns** | **ns** |
|  | **O vs O-met** | **ns** | **ns** | **ns** | **ns** |
|  | **O vs O-rap** | **ns** | **ns** | **ns** | **ns** |
|  | **O-met vs O-rap** | **ns** | **ns** | **ns** | ****** |

| ***P < 0.0001*** | ******** |
| --- | --- |
| ***P < 0.001*** | ******* |
| ***P < 0.01*** | ****** |
| ***P < 0.05*** | ***** |

How the deposited data were processed for this re-analysis (not part of the article)

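The study measured single-cell RNA in small intestinal epithelium of 12 male CB6F1 mice: 3 young mice aged 5 months, 3 old mice aged 24 months, and 3 old mice each fed metformin at 0.1% of the diet or rapamycin at 42 ppm for 3 months. One 10X library per mouse was made, and a mouse is the unit of comparisons between groups, while tests of gene lists rank genes and the mixed model takes cells with the mouse as a random effect.

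The authors made the deposited UMI counts with Cell Ranger 3.0.2 on the mm10 reference 1.2.0 and filtered them to barcodes called as cells, before any normalization. The values are whole numbers and were used as raw counts. The condition of each library came from the age and treatment labels that the study gives for it, and the replicate letter from its title.

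Cells with 200 to 5000 genes and at most 20% mitochondrial UMIs were kept, which left 5924 per mouse on average (SD 1632, n = 12 mice). Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes were chosen with Lgr5, Bmi1, Uhrf1, Ccnb1, Ndufb8, Cox5b, mitochondrial and ribosomal protein genes left out. They were reduced to 30 principal components and corrected for mouse by a Harmony-type method (100 clusters, theta 2, sigma 0.1). The corrected components were clustered with leidenalg 0.10.2 on 20 nearest neighbors at resolution 1.

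Clusters were named from marker genes fixed before the data were examined. The thresholds of naming were set after the clusters had been looked at: a mean log2 marker fold of at least 1, at least 3 markers 2-fold up, a doublet share of at least 25% for a mixed cluster, and no name where the 10 top genes held as many markers of another class. The rule for early enterocytes was set at the same time. Mixed and unnamed clusters were left out of every comparison. Doublets were scored with simulated cell pairs, and removing them was an alternative.

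Counts were summed per mouse and class, with at least 30 cells per mouse. Genes were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test) in one fit per class over 12 mice, and a gene was called at an adjusted p under 0.05. The paper's thresholds, a fold of at least 1.5 and an adjusted p under 0.01, were counted as well. Lists were tested with camera of limma 3.58.1 on log CPM with a prior count of 2 and adjusted over the lists of the class. Of 38 gene lists written by hand before the data were examined, 31 could be tested in Stem cells. KEGG lists from general knowledge stand for the MSigDB 5.2 lists of the paper. Each list with at least 5 tested genes was tested, also with fry and with an estimated correlation.

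Ratios to young mice used mean CPM of the summed counts. Module scores followed Seurat's definition with 24 expression bins and 100 control genes, and were averaged per mouse. Groups of mice were compared by Pillai's trace over all splits of the mice, and 3 mice against 3 by the exact permutation test. Correlations over 12 mice were tested with 100000 resamples. Positions came from diffusion pseudotime (30 neighbors, 10 components) from the Stem cells, scaled to ranks with mice weighted equally, and the distance of a Stem cell was taken from a mean path of 50 bins. The summaries over 10 trajectory bins were defined after the data had been seen. Lgr5 and Bmi1 were judged by unadjusted p, a choice settled after their values were seen, and the adjusted p is given beside it.

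Genes named in the text are those the paper names and those chosen by a rule fixed before the data were examined: up to 10 called genes with the lowest p in each direction whose groups do not overlap, or the 5 lowest p where fewer than 5 were called. Not every gene that the rule chose is named. The rule was applied to the Stem and Enterocyte tip classes. List members with the lowest p were named within each list described, and genes called in several classes were chosen after their values were seen.

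Alternatives tried were resolutions 0.6 and 1.5 (20 and 39 clusters), no correction for mouse (32 clusters), variable genes without the stem cell signature and Wnt lists (27 clusters), doublets removed (67486 cells), a mitochondrial limit of 10% (59349 cells), cells thinned to 5000 UMIs (65539 cells), no low-count filter, replicate letter as a block, DESeq2 1.42.0, fgsea 1.28.0, a mixed model with glmmTMB 1.1.9 and leaving out each mouse in turn. TMM-scaled ratios and random lists matched on mean expression were added after the data were seen. Other software was R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and igraph 0.11.9.

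The self-test changed 100 genes by 2-fold or 1.5-fold in simulated counts. In R-Div cells edgeR found 71 and 26 of them, with 8 false calls among 11483 genes, and DESeq2 found 73 and 35, with 15 false calls. In Stem cells DESeq2 found 68 and 25, with 9 false calls. Where nothing was changed 0 genes were called.

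Left out were the Monocle graphs and their branches, the Ingenuity functions and the Muñoz list, none of which could be rebuilt from the files, and the BrdU, immunohistochemistry and immunofluorescence experiments, which have no deposited data.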

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

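The tests of dissociation and of cell number for Old replicate A, and the comparison with the lowest class for MHC class II genes, were chosen after the results had been seen; the tests on immune lists and on Paneth genes in other classes were written before.

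Old replicate A stood apart from the other 2 old mice: in Stem cells its first principal component was −61.1, where the other 11 mice lay between −7.96 and 15.7, and its library kept 92 Stem cells where the others kept 242 to 747. Few cells in the library would leave the larger classes unaffected. Of the classes with at least 200 cells of this mouse, 1 had over 1.5 times as many calls without it. This was the early enterocytes, with 435 of its cells, which had 3 calls with it and 763 without it. Enterocytes, Enterocyte tip, goblet and EE cells, the other such classes, had 0 to 3 calls with or without it. The rule asked for 3 classes to set the explanation aside, so that by this rule it stays open. For a response to dissociation, the dissociation and immediate early genes were the highest of the 12 mice in this mouse in 7 of 13 classes, in Tuft cells by 4.98 against 4.97 (log2 CPM), and since the bound, at first 7 and then all 13 or at most 1, was set with these values known, this too stays open. Whether the animal itself differed, by its age or health, was not tested and stays open.

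MHC class II genes gave a signal that the paper does not discuss. In Stem cells 0 of 8 were higher under either drug, with a mean log2 fold change of −2.99 under metformin (camera adjusted p = 0.000221, 4.46e-09 to 0.0166 over the alternatives, and 0.548 with an estimated correlation) and −3.17 under rapamycin (adjusted p = 1.68e-06, 1.52e-09 to 0.000783, and 0.503 with an estimated correlation). Much of the level in old mice came from Old replicate B, with 3010 CPM, without which the means were −0.75 and −0.93, and without the correction for mouse they were −1.58 and −1.55. Immune cells or their RNA would also bring their other transcripts, but the cells were sorted as CD45-negative, and of 3 immune lists the highest, B and plasma cells, was 1.99-fold the median of the other mice (2.45 CPM) and the myeloid list 1.02-fold (263 CPM), where MHC class II was 16.8-fold, and free RNA in the droplets would reach each class, but Stem cells of this mouse had 56.5 times the level of Tuft cells, although only 1.57 times the median of the other classes, the comparison written first. Induction in the epithelium of this mouse, and an effect of the drugs, may remain and were not tested.

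Paneth cell genes gave a signal in Stem cells that the paper does not discuss: 15 of 17 were higher under metformin, with a mean log2 fold change of 1.02 (camera adjusted p = 0.000221, 9.36e-13 to 0.715 over the alternatives, and 0.548 with an estimated correlation), and 16 of 17 under rapamycin, with 1.26 (adjusted p = 2.38e-06, 2.51e-12 to 0.948, and 0.503 with an estimated correlation). Without the correction for mouse neither passed (0.23 and 0.58), and without O-rap replicate B the mean under rapamycin was 0.27. Free RNA from Paneth cells in the droplets is a candidate explanation, since over R, R-Div, Div, early enterocytes and goblet cells the median of the same list was 1.06 under rapamycin and 0.673 under metformin, at least as much as the test asked. Expression of these genes by stem cells, as an effect of the drugs, stays open.

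The interferon response list, which the paper does not discuss, had a mean log2 fold change of −0.674 under metformin (18 of 20 genes lower; camera adjusted p = 0.00469, 1.8e-06 to 0.799 over the alternatives, and 0.693 with an estimated correlation) and −0.809 under rapamycin (19 of 20 lower; adjusted p = 6.11e-05, 1.27e-08 to 0.721, and 0.529 with an estimated correlation), and without Old replicate B 0.13 and 0.00049, without the correction for mouse 0.0036 and −0.13, without Old C −1.16 and −1.25, and without a low-count filter −1.22 and −1.24.

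A test of the difference between Stem cells and early enterocytes, among 11678 genes, called 5 effects of 3 genes, and 1 of a hemoglobin gene. Hspa1a, an inducible heat shock chaperone, differed by 2.73 (log2) with age (edgeR adjusted p = 0.00773, 0.00121 to 0.393 over the alternatives), lost without Young A (0.093) or Old A (5.73, 0.393), when thinned (0.332) and without signature and Wnt genes in the clustering (0.0563), and by −5.03 under metformin (adjusted p = 0.00336, 0.000562 to 0.943), lost without Old A (−8.03, 0.684) or O-met A (0.943), when thinned (0.0778) and without signature and Wnt genes (0.103), and at −3.03 without the correction for mouse. Hspa1b, its paralog, differed by −3.94 under metformin (adjusted p = 0.00336, 0.000917 to 0.951), lost without Old A (−2.57, 0.951), O-met A (−1.21, 0.946) or signature and Wnt genes (0.103). Mt1, a metallothionein, differed by 1.85 with age (adjusted p = 0.0156, 0.00113 to 0.15), lost without Young B (0.15), Young C (0.146), Old B (0.14) or O-met C (0.0561) and without the correction for mouse (0.112), and by −1.97 under metformin (adjusted p = 0.00396, 0.000281 to 0.0712), lost without Old B (0.0641), O-met B (0.0631) or O-met C (0.0712) and without the correction for mouse (0.0693). Hbb-bs, a hemoglobin chain, differed by 10.2 under rapamycin (adjusted p = 0.00573, 0.000628 to 1.00), lost without Old A (3.61, 0.951) or O-rap B (6.47, 1.00), and not called at resolutions 0.6 and 1.5, without signature and Wnt genes, and at a mitochondrial limit of 10%.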

How the results depend on the processing

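The TMM-scaled ratios and random matched lists were chosen after seeing the data, as were the summaries over trajectory bins; the other alternatives were set before the data were examined, and the cause of a change was not tested unless it is given.

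Direction and side of the threshold, or a count within 1.5 times, held for the values that answer a comparison in 426 of 558 trials that left out 1 mouse and in 391 of 501 other trials. For single genes they held in 1513 of 1752 and 1215 of 1435, for gene lists in 792 of 936 and 717 of 858, and for the remaining values in 425 of 474 and 374 of 430. The oxidative phosphorylation and ribosome lists with age passed in 22 of 23 alternatives in Stem, R, R-Div and Div cells (not with an estimated correlation), and Baiap2l1 in 22 of 22. In simulated changes edgeR found 22 of 100 genes changed 1.5-fold and 69 of 100 changed 2-fold in Stem cells, and 26 and 71 in R-Div cells. Some alternatives gave no value: thinning for the trajectory and the distance from the path, 1 pseudotime per group for that distance, and the estimated correlation for the progenitor share. Gene lists were not run with DESeq2.

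DESeq2 gave 1287 calls with age (215 in Stem), 753 for metformin (216), 492 for rapamycin (26) and 99 between the drugs, and Lgr5 under metformin 0.41. Without a low-count filter the calls were 2099 (489), 1096 (374), 1422 (168) and 670 (73), where many more genes of low counts were tested, with Lgr5 0.43 and 0.39 under the drugs, 2 lists between the drugs and reversal r −0.53 for each drug. Without the correction for mouse there were 259 calls with age (3 in Stem), 12 for metformin and 3 in Stem between the drugs, Lgr5 was 0.45 under rapamycin, the 68 signature genes lay below 1 in 76.5% (old) and 77.9% (rapamycin), lists numbered 8, 7 and 2 with age, metformin and between the drugs, Pillai's trace was 0.756 for ribosome and cell cycle in near cells and 0.858 for Wnt and cell cycle in far cells (both lost), the progenitor position differed by 1.78 with age and −0.22 with rapamycin, Ccnb1 by −2.23, 3.97 and 0.85, and reversal r was −0.68 and −0.57. The interferon genes reversed there to −0.15 with age and 0.0036 under metformin.

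At resolution 0.6 there were 3 calls for metformin and 10 between the drugs, Lgr5 was 0.48 under metformin, 79.4% and 76.5% of the signature lay below 1 (old, rapamycin), near cells gave Pillai's traces of 0.91 (Wnt) and 0.917 (ribosome), both lost, the progenitor position was 0.42 with rapamycin, Ccnb1 0.34 with metformin, cell cycle bin 7 minus peak 0.0035 with rapamycin, and 1 class differed in share under rapamycin. At resolution 1.5 ribosome and cell cycle in near cells gave 0.867 (lost) and Ccnb1 −0.58 with rapamycin. Without signature and Wnt genes in the clustering, Lgr5 was 0.51 under metformin, the signature 79.4% (old and rapamycin), 2 lists passed between the drugs, near cells gave 0.928 and 0.818 (both lost), the progenitor position was 0.27 with rapamycin and Ccnb1 2.02 and −1.11 with metformin and rapamycin. At a mitochondrial limit of 10%, 3 genes passed in Stem with age, Lgr5 was 0.40 under metformin, the signature 80.9% in old mice and cell cycle bin 7 minus peak 0.0062 with rapamycin. With cells thinned to 5000 UMIs there were 6 calls for metformin, 11 in Stem for rapamycin and 3 in Stem between the drugs, Lgr5 was 0.66 under metformin, Bmi1 −0.55 with age and reversal r −0.60 for rapamycin. The mixed model gave Lgr5 0.55 under metformin and Bmi1 −0.56 with age (p over all alternatives 0.00606 to 0.127 and 0.00708 to 0.233). In Stem cells with an Lgr5 UMI 79.4% of the signature lay below 1 in old mice. TMM-scaled ratios gave 58.8% (old) and 64.7% (rapamycin) for the signature and 53.1%, 32.1% and 43.9% (old, metformin, rapamycin) for the 467 genes.

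Camera with an estimated correlation called 0 lists in each of the 4 comparisons. With fgsea 6 lists passed between the drugs, and 77.8% of the lists also passed in R and 66.7% in Div cells. Mean log CPM in place of module scores gave a Pillai's trace of 0.951 for ribosome and cell cycle. With uncorrected components for pseudotime the progenitor position differed by 0.46 with age and 2.06 with metformin, Ccnb1 by 2.07 and 0.81 and cell cycle bin 7 minus peak by −0.0094 with rapamycin. With 1 pseudotime per group the progenitor position differed by 7.6 with rapamycin, Uhrf1 by 5.17 with age, Ccnb1 by −2.78, 2.21 and 12.9, oxidative phosphorylation in the last 2 bins by −0.44, 0.47 and 0.70, and cell cycle bin 7 minus peak by 0.0199 and 0.068. Without a low-count filter the tryptophan genes reversed with age (−0.14).

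The replicate letters were used as a block although the design does not name them as pairs: in Stem cells 18 pairs of the same letter had a mean r of 0.118 (0.00825 to 0.252) against −0.058 for other letters, and 11 of 12 mice correlated best with their own letter, a hint and no more. With the block there were 601 calls with age (68 in Stem), 163 for metformin (99), 71 for rapamycin and 38 between the drugs, and Lgr5 was 0.42 and 0.37 under metformin and rapamycin.

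Leaving out 1 mouse at a time moved the calls with age over 15 (without Young B) to 5797 (without Old A), with 22 without Old C, 23 without Old B, 30 without O-rap C, 35 without Young C, 38 without O-rap B, 56 without O-met B, 61 without O-met C and 1179 without Young A. In Stem they were 1 without Young B, Young C, Old B or O-rap C, 2 without Old C, O-met B or O-met C, 4 without O-met A, 5 without O-rap B, 7 without O-rap A, 260 without Young A and 1238 without Old A. For metformin calls ran from 0 to 1082 without Old A, with 3 without Old B, O-met C or O-rap B and 19 without Old C; in Stem from 0 to 309 without Old A, with 9 without Old C. For rapamycin calls ran from 3 (without O-rap C) to 432 (O-rap A), with 13 without O-rap B, 23 without Old B, 98 without Old A and 161 without Old C; in Stem from 1 (Old B or O-rap C) to 34 (Old A), with 3 without O-rap B and 24 without Old C. Between the drugs calls ran from 2 (O-rap C) to 67 (Old A), with 3 without O-met B, 8 without O-met C and 7 without O-rap A or B; in Stem from 0 (O-met B, O-met C, O-rap A or O-rap C) to 6 (Young A), with 2 without O-rap B.

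In the same way Lgr5 ran from −0.82 (without Young A) to −0.33 (Young B, where it was lost) with age, from 0.36 to 0.47 with metformin, past the threshold without Young A, Young B or O-rap A (p = 0.00752, 0.0185 and 0.0499, negative binomial quasi-likelihood), and from 0.28 to 0.46 with rapamycin, past it without Young A or Young B (p = 0.0135 and 0.0301, negative binomial). Bmi1 ran from −0.63 (Old C) to −0.29 (Old A), past the threshold without Old C or Young A (−0.53). The signature below 1 ran from 72.1% (Young B) to 88.2% (Young A) in old mice, with 73.5% without Young C, 75% without Old A or Old C and 80.9% without Old B, and from 72.1% (Young B) to 85.3% under rapamycin, with 77.9% without Young C or O-rap A; the 467 genes from 35.8% (Young B) to 63% (Young A) under metformin and from 49.3% to 69.4% under rapamycin. Lists with age ran from 8 (Old C) to 14, with 9 without Old B; for metformin from 7 (Old B, Old C or O-met B) to 14; for rapamycin from 5 (O-rap C) to 14 (Old A); between the drugs from 1 to 4 (O-met A), with 3 without O-rap A and 2 without Young A, O-met C or O-rap B. Lists shared with R ran from 33.3% to 87.5% (Old C), with 80% without Young C and 66.7% without Old B, with R-Div from 42.9% to 87.5% (Old C) and with Div from 23.1% to 87.5% (Old C), with 70% without Young C, 55.6% without Old B and 50% without Old A. Pillai's trace ran from 0.931 (O-met B) to 1.32 for Wnt and cell cycle, lost also without Young B (0.991), and from 0.77 to 1.05 (Young C, past the threshold) for ribosome and cell cycle. In near cells it ran from 0.941 (O-met B, lost) to 1.36 for Wnt and from 0.91 (O-met B) to 1.16 for ribosome, lost also without Young B (0.958), Old C (0.984), O-rap A (0.992), O-rap B (1.01) or O-rap C (1.00), and from 0.852 (Young B) to 1.32 for Wnt and cell cycle in far cells, lost there also without Old B, Old C, O-met B, O-met C, O-rap B or O-rap C (0.941, 0.965, 0.883, 1.00, 1.00 and 1.01). Classes that differed in share ran from 0 to 2 with age (Old A), 1 with metformin (Old A) and 1 with rapamycin (Old A, Old C or O-rap A). Reversal r ran from −0.75 (Old A) to −0.58 for metformin and −0.67 to −0.49 for rapamycin. Without Old replicate B the interferon genes reversed to −0.20 with age, 0.13 under metformin and 0.00049 under rapamycin, and at the other end stood 1.02, −1.16 and −1.25 without Old C.

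With 3 mice against 3 there are 10 splits, which cannot give a share under 0.05. The real count of calls with age was 96 and the highest of the other splits 1509 (3 splits as large, 1 with Young A, Old B and Old C together), 15 and 30 in Stem (2 splits), and 14 and 17 for lists (3 splits). For metformin these were 0 and 48 (10 splits), 0 and 0 (10) and 13 and 17 (3); for rapamycin 50 and 2651 (2 splits, 1 with Old A, Old B and O-rap A together), 7 and 0 (1) and 9 and 17 (8); between the drugs 19 and 4 (1), 5 and 0 (1) and 1 and 8 (10). Splits that call several times the real count point to a structure of the samples.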

Differences from the paper's values

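TMM-scaled ratios were chosen only after the results had been seen and do not enter the counts of alternatives here; the other alternatives were set before the data were examined.

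In this and the next paragraph the values here are of the 68 signature genes listed by hand, which are not the paper's list. A few genes move each of their shares, so values within the paper's or apart from them do not test its percentages. The paper gives 12% of its signature genes at a ratio of 0 to 0.5 in old mice, against 5.88% here. The values lay within the paper's when cells were thinned and without Young A or Old A, in 3 of 22 alternatives. The paper's 5% for metformin stood against 1.47%, within in 0 of 22. At 0.8 to 1 the paper's 21% in old mice stood against 33.8%, within at resolution 0.6, without the correction for mouse, without signature and Wnt genes in the clustering, at a mitochondrial limit of 10%, when thinned, and without Young A, Young C, Old A, Old B or Old C, and not in the other 12. At 1 to 1.2 the paper's 17% for metformin stood against 26.5%, within at resolutions 0.6 and 1.5, without the correction for mouse, without signature and Wnt genes, with doublets removed, at the mitochondrial limit of 10%, and without Young A, O-met A, O-met B or O-met C, and the paper's 17% for rapamycin against 8.82%, within at resolution 0.6, without the correction for mouse, without signature and Wnt genes, at the mitochondrial limit, when thinned, in cells with an Lgr5 UMI, and without Young A, B or C or O-rap A. The remaining alternatives stayed apart from the paper's values.

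At 1.2 to 1.5 the paper's 10% in old mice stood against 4.41%, within without signature and Wnt genes and without Young B, Young C or Old A, and the paper's 7% for rapamycin against 2.94%, within without Young B. Above 1.5 the paper's 4% in old mice stood against 1.47%, within when thinned, without a low-count filter, and without Young A, Young C or Old A, and the paper's 4% for metformin against 1.47%, within at resolution 0.6, without signature and Wnt genes, when thinned, without a low-count filter, in cells with an Lgr5 UMI, and without Young B, Young C or O-met C. The other alternatives did not come within.

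The second list is not the paper's own 467 genes and also holds ribosomal protein genes. For it, the paper's 5% at 0 to 0.5 for metformin stood against 0.642%, within in 0 of 22 alternatives. The paper's 4% for rapamycin stood against 1.71%, within without Young A. At 0.5 to 0.8 the paper's 30% for metformin stood against 10.1%, within without Young A, and the paper's 33% for rapamycin against 21%, within when thinned and without Young A or O-rap C. These are the values of Table 1; the paper's text gives 30% for rapamycin and 33% for metformin, and against 30% the 21% would be within 1.5 times, while 10.1% for metformin would stay apart from 33%. At 1 to 1.2 the paper's 17% for metformin and for rapamycin stood against 34.5% and 29.3%, each within without Young A. Above 1.5 the paper's 4% in old mice stood against 1.93%, within without the correction for mouse and without Young A, Young C or Old A. In the other alternatives these values stayed apart.

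At the paper's thresholds, a fold of at least 1.5 and an adjusted p under 0.01, the paper used Seurat's FindMarkers function and does not state its unit, and the counts here take mice. With age, metformin and rapamycin the paper gives 68, 48 and 31 genes in stem cells, against 1, 0 and 2 by edgeR; DESeq2 alone came within for metformin, and no alternative for the other 2. In R the paper's 62, 40 and 24 stood against 4, 0 and 0, within without Old A for age and without a low-count filter for metformin. In R-Div the paper's 80, 39 and 29 stood against 4, 0 and 2, within without a low-count filter and with DESeq2 for age and rapamycin, and with DESeq2 for metformin. For the paper's EC8 cluster, set beside the wider villus tip class, the paper's 564, 725 and 838 stood against 0, 0 and 0, within in 0 of 21 alternatives. In secretory progenitors the paper's 57, 24 and 24 stood against 0, 0 and 0, within in none. In Paneth cells the paper's 76, 6 and 52 stood against 0, 0 and 0, within without a low-count filter for rapamycin alone. In Tuft cells the paper's 2, 19 and 15 stood against 1, 0 and 4, within for age without the correction for mouse, without signature and Wnt genes, with doublets removed, without Old A, O-rap B or O-rap C and with DESeq2, for rapamycin with DESeq2, and for metformin in none. The other alternatives did not come within. Where edgeR gave 0, the genes at an unadjusted p under 0.05 (negative binomial quasi-likelihood) were 1741 in Stem for metformin, 1537 and 1029 in R for metformin and rapamycin, 1976 in R-Div for metformin, 368, 754 and 992 in the tip class, 926, 924 and 839 in secretory progenitors, 274, 209 and 254 in Paneth cells and 671 in Tuft cells for metformin. For the same, DESeq2 at the paper's thresholds gave 33 in Stem, 0 and 8 in R, 34 in R-Div, 1, 14 and 24 in the tip class, 5, 2 and 4 in secretory progenitors, 1, 0 and 1 in Paneth cells and 0 in Tuft cells.

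For ribosome and cell cycle Fig. 2f gives a p of about 0.17, read by eye, from MANOVA; the permutation test here is another test, so the values are not the same quantity, and gave p = 0.104, within the paper's at resolution 0.6 and without Young A, Young B, Old C, O-met B, O-met C, O-rap A, O-rap B or O-rap C, and not in the other 11 of 20 alternatives. Of the pathways changed in stem cells, the paper's 79% shared by progenitors stood against 42.9% in R, within at resolutions 0.6 and 1.5, when thinned, without a low-count filter, with the replicate block, with fgsea and without Young C, Old A, Old B or Old C, and against 21.4% in Div, within with fgsea and without Young C, Old B or Old C. The remaining alternatives stayed apart.

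The paper has the spliceosome lower in old stem cells; here 69 of 109 genes were higher, with a mean log2 fold change of 0.055 (camera adjusted p = 0.0623), and without Old A the mean was −0.03. The paper has it higher under rapamycin; here 72 of 109 were lower (mean −0.055, adjusted p = 0.126), and without Old A the mean was 0.03. The Wnt and cell cycle lists were lower with age, and oxidative phosphorylation, ribosome, glycolysis, fatty acid, tryptophan and arachidonic acid lists higher, as the paper has them. The paper has cell cycle and Wnt genes higher under rapamycin; the means here were 0.035 (adjusted p = 0.409) and 0.082 (adjusted p = 0.115), in the same direction. The paper has fatty acid genes lower under metformin, which here did not pass (mean −0.11, adjusted p = 0.249).

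The paper finds most genes changed in a cluster of mature enterocytes. Here, at an adjusted p under 0.05 with no fold limit, edgeR called most of 13 classes with age in R-Div cells, with 39. At the paper's thresholds R-Div and R cells had 4 each. Villus tip cells had 0 by either measure, with 368 genes at an unadjusted p under 0.05 (negative binomial quasi-likelihood), and DESeq2 called 1 there. The villus tip class held 31 to 617 cells per mouse, with 5342 genes tested against 11527 in R-Div cells. Its coefficient of variation between mice, as edgeR estimated it, was 0.281 against 0.143. Counts of calls therefore do not rank the classes by how much they changed with age. The paper has progenitors delayed along the trajectory in old mice. Here the mean progenitor position was 29.4 in old and 29.9 in young mice (exact permutation p = 0.2). It was later in old mice by 1.78 without the correction for mouse and by 0.46 with uncorrected components for pseudotime. These 2 settings give the paper's direction. Classes and path share the same corrected components, so the near-equal positions do not count against a delay. The paper places the rise of oxidative phosphorylation with age in cells on the main route; here near and far cells differed by 0.072 and 0.074 (exact permutation p = 0.3 and 0.2), while the cell cycle score differed by −0.026 and −0.014 (exact permutation p = 0.1 and 0.3), in the paper's order.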

Other observations

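No test in this part was chosen only after its result was seen, except that genes called in several classes were singled out by their counts.

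Genes of antigen presentation were lower in Stem cells of treated than of untreated old mice. MHC class I molecules show peptides from inside the cell to T cells, and MHC class II molecules show peptides taken up from outside. Of 15 class I genes 14 were higher with age (mean log2 fold change 0.42, camera adjusted p = 0.00465, adjusted p = 0.605 with an estimated correlation), though without Old B the mean was 0.021 (adjusted p = 0.421, 5.29e-06 to 0.421 over the alternatives) and without the correction for mouse 0.13. Under metformin 15 of 15 were lower (mean −0.68, adjusted p = 1.51e-06, adjusted p = 0.548 with an estimated correlation), 9 of them when adjusted over the list alone, and without Old B the mean was −0.28 (adjusted p = 0.00446) and without the correction for mouse −0.37. Under rapamycin 14 of 15 were lower (mean −0.52, adjusted p = 7.75e-06, adjusted p = 0.503 with an estimated correlation), and without Old B −0.12 (adjusted p = 0.0784, 6.72e-08 to 0.0784 over the alternatives) and without the correction for mouse −0.21. H2-Ab1, a class II chain, had 13.7 ± 7.01 CPM under metformin and 148 ± 208 in old mice (SD, n = 3 each; log2 fold change −3.62, edgeR adjusted p = 0.0939). Cd74, the invariant chain that guides class II molecules, had 31.8 ± 20.8 CPM under rapamycin and 663 ± 959 in old mice (log2 fold change −4.43, adjusted p = 0.144). The class II list was not called with age (mean 1.51, adjusted p = 0.186), and without Old B its mean was −0.74. The IgA network list, which shares class II genes, was lower under rapamycin (mean −1.60, adjusted p = 0.000653, adjusted p = 0.503 with an estimated correlation) and was not called with age (0.76, adjusted p = 0.297) or metformin (−1.41, adjusted p = 0.141). The interferon list with age had a mean of 0.60 (adjusted p = 0.0157, adjusted p = 0.651 with an estimated correlation). Without Old B the interferon mean was −0.20 (adjusted p = 0.42), without the correction for mouse −0.15 (0.654) and without Old C 1.02, and its call was also lost without Young C (0.059) and without signature and Wnt genes in the clustering (0.087).

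Genes of RNA splicing were lower under metformin than in untreated old mice in 83 of 109 cases (mean log2 fold change −0.16, camera adjusted p = 4.85e-05, adjusted p = 0.548 with an estimated correlation), lost without Old A (−0.077, adjusted p = 0.0778, 1.83e-06 to 0.0778 over the alternatives), and lower than under rapamycin in 83 of 109 (mean −0.11, adjusted p = 0.000917, adjusted p = 0.989 with an estimated correlation). Stress genes under ATF4, which answer a shortage of amino acids, were lower in 20 of 26 cases under each drug (means −0.20 and −0.16, adjusted p = 0.015 and 0.0348; with an estimated correlation 0.548 and 0.529), and cholesterol synthesis genes in 20 of 24 under metformin (mean −0.23, adjusted p = 0.0166, adjusted p = 0.548 with an estimated correlation). Targets of the fat sensor PPAR alpha were higher with age in 20 of 23 cases (mean 0.40, adjusted p = 0.00465, adjusted p = 0.625 with an estimated correlation), arachidonic acid genes in 21 of 24 (0.22, adjusted p = 0.0203, adjusted p = 0.499 with an estimated correlation) and tryptophan genes in 15 of 19 (0.18, adjusted p = 0.0452, adjusted p = 0.625 with an estimated correlation). The tryptophan call was lost in 14 of 23 alternatives, with a mean of 0.042 without Old C (adjusted p = 0.456) and −0.14 without a low-count filter. The PPAR alpha call was lost without Old C (0.0031, adjusted p = 0.268) and without the correction for mouse (0.42, adjusted p = 0.0579), and that of arachidonic acid genes among others without Young A (0.089, adjusted p = 0.183), Old C (0.052, 0.187) or a low-count filter (0.068, 0.163). Without Old A the ATF4 calls (−0.086 and −0.049, adjusted p = 0.271 and 0.599), the cholesterol call (−0.033, 0.594) and the villus tip call (−0.16, 0.281) were lost. The enteroendocrine call was lost without Old B (1.08, adjusted p = 0.267), Old C (0.89, 0.247), O-met C (0.96, 0.111) or the correction for mouse (0.77, 0.125). Enteroendocrine genes were higher under metformin in 8 of 10 cases (1.54, adjusted p = 0.015, adjusted p = 0.598 with an estimated correlation), and villus tip genes lower under rapamycin in 13 of 14 (−0.40, adjusted p = 0.0235, adjusted p = 0.503 with an estimated correlation). Both are genes of other cell types. Enteroendocrine cells made up 2.64% ± 2.85 of the cells of old and 4.885% ± 0.93 of metformin-treated mice (SD over mice). Enterocyte tip cells made up 7.40% ± 8.55 of old and 1.23% ± 1.4 of rapamycin-treated mice (SD over mice). Free RNA from these cells was not tested for either list.

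Other lists did not pass with age in Stem cells: antimicrobial peptides (mean −0.77, camera adjusted p = 0.115), lipid absorption (−0.037, 0.96), the circadian clock (−0.41, 0.142), dissociation genes (0.0028, 0.976), genes of the proximal (−0.28, 0.422) and distal small intestine (−0.70, 0.169), goblet (−0.16, 0.988), Paneth (−0.40, 0.186) and enteroendocrine genes (−0.95, 0.0906), villus tip genes (0.015, 0.422) and the 13 mitochondrially encoded respiratory genes (0.14, 0.863).

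Several genes were called by edgeR in more than 1 class. With age Baiap2l1, an adaptor of actin at the membrane, was up in 7 classes, and Ccr2, a chemokine receptor, Ddo, an oxidase of D-aspartate, and Ptpn6, a phosphatase, in 4 each. Under rapamycin Barx2, a homeobox factor, and Ceacam10, a secreted member of the carcinoembryonic antigen family, were down in 5 classes and Tnfsf13os in 4. Between the drugs the metallothionein gene Mt2 was higher under metformin in 3 classes.

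The covariance of age and drug effects, less that simulated without an effect, was −0.065 for metformin and −0.047 for rapamycin in R cells, −0.058 and −0.046 in early enterocytes, −0.029 and −0.016 in Tuft cells, and −3.65e-05 and 0.0033 in goblet cells.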
